# Characterization of pathological remodeling in the chronic atrioventricular block cynomolgus monkey heart

**DOI:** 10.3389/fphar.2023.1055031

**Published:** 2023-01-19

**Authors:** Hiroko Izumi-Nakaseko, Kengo Sakamoto, Ai Goto, Ryuichi Kambayashi, Akio Matsumoto, Yoshinori Takei, Akira Takahara, Atsushi Sugiyama

**Keywords:** cynomolgus monkey, torsade de pointes, chronic atrioventricular block, pathological remodeling, *in vivo* proarrhythmia model

## Abstract

We studied time course of pathological remodeling occurring in the cynomolgus monkey hearts against persistent atrioventricular block condition (*n* = 10). The atrioventricular block induced the ventricular and atrial dilation followed by the ventricular hypertrophy. Interstitial fibrosis in the ventricle was also observed along with gradual increases in the plasma angiotensin II and aldosterone concentrations. These adaptations were associated with the changes in gene expression profiling reflecting fibrosis and hypertrophy. Atrioventricular block reduced the ventricular rate and cardiac output, but the ejection fraction and stroke volume increased, whereas the cardiac output was gradually restored to its basal level. Systolic/diastolic blood pressure after the atrioventricular block was kept equal to or lower than that before the block, according with lack of increase in the plasma catecholamine levels. Chronic atrioventricular block gradually prolonged the QRS width and JT interval, leading to the QT interval prolongation in conscious state. 10 mg/kg of *dl*-sotalol hydrochloride induced torsade de pointes (TdP) in 6 out of 10 animals by 15 months. Animals showing longer QTcF under anesthesia after the atrioventricular block developed *dl*-sotalol-induced TdP earlier. No marked difference was observed in pharmacokinetics of *dl*-sotalol between 1 and 7 months after the atrioventricular block. Each TdP spontaneously terminated, reflecting a monkey’s relatively small “effective size of the heart (=∛(left ventricular weight)/wavelength of reentry)”. These fundamental knowledge will help better utilize the chronic atrioventricular block monkeys as an *in vivo* proarrhythmia model for detecting drug-induced TdP.

## Introduction

The chronic atrioventricular block canine model (the canine model) has been used for assessing proarrhythmic effects of plenty of drugs for >20 years, which is now considered to be one of the most established and reliable *in vivo* models of torsade de pointes (TdP) (Sugiyama, 2008; Loen et al., 2022). Previous studies have shown that the chronic atrioventricular block canine model concurrently possesses morphological, electrophysiological and pathological remodeling; including macroscopic and microscopic myocardial hypertrophy and increase of collagen fiber and extracellular space (Newman, 1978; Volders et al., 1998; Vos et al., 1998; Sugiyama et al., 2002a), downregulation of I_Ks_ and I_Kr_ (Volders et al., 1999; Takahara et al., 2011), and elevation of sympathetic drive, plasma atrial natriuretic peptide (ANP) and angiotensin II (Nishimura et al., 1990; Sugiyama et al., 2002b; Takahara et al., 2007). On the other hand, *in vivo* safety pharmacological analysis of new molecular entities is performed using monkeys, minipig and/or dogs according to ICH S7B Guideline (ICH Harmonised Tripartite Guideline, 2005). In our previous study using the chronic atrioventricular block model of minipig, *dl*-sotalol administration failed to induce torsade de pointes but led to the ventricular pauses followed by runs of multiple ectopic beats (Goto et al., 2019b), which has increased the need for monkey model of TdP. In order to meet such demand, we developed a chronic atrioventricular block monkey model (the monkey model) and have pharmacologically studied the model (Goto et al., 2020a; Goto et al., 2020b; Goto et al., 2021; Goto et al., 2022).

As far as we have examined the monkey model, it can assess the magnitude of risk of drugs for inducing TdP with high sensitivity and specificity similarly to the canine model (Goto et al., 2020a; Goto et al., 2020b; Goto et al., 2021; Goto et al., 2022; Sugiyama, 2008). Importantly, the drug-induced TdP spontaneously terminated in the monkey model unlike in the canine model (Goto et al., 2020a; Goto et al., 2020b; Goto et al., 2021; Goto et al., 2022; Sugiyama, 2008). This enables the monkey model to perform experiments in a repeated-measures design, which could reduce the total number of animals. While it is true that the monkey model is more predictive than the canine model when the metabolites and/or its metabolic pathways are unique to primates (Goto et al., 2020a; Goto et al., 2021; Goto et al., 2022), it is still unknown how long it takes for the monkey heart to complete the pathological remodeling after the onset of atrioventricular block, what the success rate of the proarrhythmia model creation is, and/or which factors are important for the model to complete the remodeling process.

In this study, we sought to answer those questions of the monkey model by assessing anatomical, electrophysiological, neurohumoral and pharmacological indices along with gene expression profiling. For this purpose, we performed several examinations as summarized in Table 1. The sensitivity of the model for detecting drug-induced TdP was tested by oral *dl-*sotalol administration. We propose that these assessments would help clarify the advantage and limitation of the chronic atrioventricular block monkeys as a proarrhythmia model for detecting the drug-induced TdP.

**TABLE 1:** Experimental protocol.

Variables	−1 week	0 month		1–7	8	9	10	11	12	13	14	15
		AVN ablation										
		Pre	Post	Every month								
Assessment of *dl*-sotalol induced TdP with a Holter ECG	✓	−	−	✓	✓	✓	✓	−	✓	✓	−	✓
Blood pressure, Lead II ECG (conscious and anesthesia)	✓	−	−	✓	✓	−	✓	✓	−	−	−	✓
Echocardiography	−	✓	✓	✓	−	−	−	−	−	−	−	✓
Chest radiographs	✓	−	✓	✓	✓	−	−	−	−	−	−	✓
Neurohumoral factors/Blood biochemistry/Hematology	✓	−	−	✓	✓	✓	✓	✓	✓	−	−	✓
Plasma concentration of *dl*-sotalol	−	−	−	✓*	−	−	−	−	−	−	−	−
Histology	−	−	−	−	✓**	−	−	−	−	−	−	−
Gene expression	−	−	−	−	✓**	−	−	−	−	−	−	−

✓, performed; −, not performed. AVN, atrioventricular node; TdP, torsade de pointes; ECG, electrocardiogram. *The plasma concentrations of *dl*-sotalol were measured in all animals except for #3 (*n* = 9) at 1 month and in #2 and #8 animals at 7 months after the onset of atrioventricular block. The #2 and #8 ones had shown torsade de pointes attacks for ≥3 times by 7 months. **Intact animals (*n* = 4) and atrioventricular block ones (#2 and #8) at 8 months after the onset of atrioventricular block were examined.

## Materials and methods

All experiments were approved by the Committee for Research at Ina Research Inc. (Nagano, Japan) (No. INA2008022), and performed according to the Guidelines for Animal Experiments, Ina Research, Inc., and the Guiding Principles in the Use of Animals in Toxicology, which were adopted by the Society of Toxicology in 1989. The total number of 14 male Vietnamese cynomolgus monkeys, *Macaca fascicularis* aging 4–6 years were used, which were purchased from Nafovanny Joint Venture Company (Dong Nai, Vietnam). The animals were kept in individual cages on a 12 h light (7:00–19:00) to dark (19:00–7:00) cycle. The ventilation provided a total air exchange rate of 15–26 times per hour. The room temperature was maintained at 22.0–28.0°C, and relative humidity was 40–80%. The animals had access to water *ad libitum* and received 100 g of food pellets once a day.

### Experimental design

The 14 male cynomolgus monkeys were divided into intact group (*n* = 4) and atrioventricular block group (*n* = 10), since the success rate of the model creation was roughly estimated to be 65% based on our preliminary experiments. The experimental protocol conducted in this study was summarized in Table 1. Holter electrocardiogram was recorded in conscious state to assess whether *dl*-sotalol could induce TdP. Blood was sampled to measure the concentrations of neurohumoral factors, biochemical and hematological variables, and *dl*-sotalol. Echocardiogram and chest radiograph were taken under anesthesia. Electrocardiogram and blood pressure were measured both in conscious state and under anesthetic condition. Analysis of histology and gene expression profiling were performed at 8 months in two animals which had developed TdP most frequently by monthly *dl*-sotalol challenge, which was compared with those obtained from four intact animals.

### Production of complete atrioventricular block

The catheter ablation technique was employed according to the previous reports (Goto et al., 2020a; Goto et al., 2020b; Goto et al., 2021; Goto et al., 2022; Sugiyama, 2008). In brief, the animals (*n* = 10) were anesthetized with ketamine hydrochloride (5–20 mg/kg, i.m.) and xylazine (1–2 mg/kg, i.m.). Under spontaneous respiration, a clinically available 5-French quad-polar electrodes catheter (Cordis-Webster, Baldwin Park, CA, United States) was inserted through the right femoral vein under sterile condition and its tip was positioned across the tricuspid valve under the guide of bipolar electrogram from the distal electrode pair. After the optimal site for the atrioventricular node ablation was determined as previously described (Sugiyama et al., 2002b), the radiofrequency energy of 20 W was delivered for 10 s from the tip electrode to an indifferent patch electrode positioned on the animal’s back. The endpoint of this procedure was the development of the complete atrioventricular block with an onset of stable idioventricular escape rhythm. Proper care was taken for the animals including careful observation, and use of analgesics and antibiotics including penicillin and streptomycin until their general condition was recovered. When the atrioventricular conduction was spontaneously recovered before the pharmacological assessment, the catheter ablation was conducted again.

### Experimental protocol in conscious state

#### Blood pressure and electrocardiogram assessment

After the animal sat at the monkey chair in conscious state, the blood pressure at the left brachium was measured using a cuff system with digital electrical manometer (BP-88V, Colin Medical Technology Co., Aichi, Japan). The surface lead II electrocardiogram was obtained from the limb electrodes with a polygraph system at a paper speed of 50 mm/s for 10–15 s (model 363, GE Healthcare Japan, Tokyo, Japan), and 10 consecutive complexes were used for analysis.

#### *dl*-sotalol challenge

Holter electrocardiogram recorder (QR2100, Fukuda M-E Kogyo Co., Ltd. Tokyo, Japan) was set on the animal to obtain NASA (xiphoid process-manubrium) and CM5 (V5-manubrium) leads electrocardiogram for 24 h. Since in the canine model, each oral administration of 3 and 10 mg/kg of *dl*-sotalol was shown to induce TdP in 3 out of 4 animals (Goto et al., 2019a; Goto et al., 2019b), we adopted 10 mg/kg for testing the sensitivity of the monkey model for detecting drug-induced TdP. About 2 h after the start of electrocardiogram recording, a gelatin capsule containing 10 mg/kg of *dl-*sotalol hydrochloride was administered by oral gavage to assess the sensitivity of the animals for detecting the drug-induced TdP, which was performed before the atrioventricular block and repeated every month thereafter by 15 months except for 11 and 14 months (Table 1). Vehicle alone or moxifloxacin (100 mg/kg, p.o.) was administered to the animals which had developed TdP for ≥3 times by 8 months to confirm their specificity against torsadogenic events (Table 2), since 100 mg/kg of moxifloxacin was classified as intermediate risk and 10 mg/kg of *dl*-sotalol as high risk (Goto et al., 2020a; Goto et al., 2021; Whittaker et al., 2021). Twenty-four h after the start of electrocardiogram recording, Holter electrocardiogram recorder was removed from the animals, and electrocardiogram was examined by using the analyzing system (HS1000, Fukuda M-E Kogyo Co., Ltd.). TdP was defined as a polymorphic ventricular tachycardia associated with QT interval prolongation prior to its onset, consisting of six beats or more twisting QRS complexes around the baseline (Dessertenne, 1966). We counted single and multiple premature ventricular beats in addition to TdPs from 1 to 3 h (around T_max_) after the oral administration of *dl*-sotalol. Each arrhythmic severity was quantified using arrhythmic score based on a previous report by Smoczynska et al. (2019), which was the average of the three most severe arrhythmic events during the analysis period of 2 h as depicted in Table 3. The differences in the observation methods of arrhythmic events between ours and Smoczynska et al.’s (2019) were the state of animals (conscious instead of anesthetized), administration route (p.o. instead of i.v.), observation period (2 h instead of 10 min), timing (around T_max_ instead of after the start of infusion), and species (monkeys instead of dogs).

**TABLE 2:** Time courses of the onset of torsade de pointes (TdP) in the atrioventricular block (AVB) monkey after oral administration of *dl*-sotalol hydrochloride (10 mg/kg).

Animal no.	−1 week	Month (s) after the onset of AVB												
		1	2	3	4	5	6	7	8	9	10	12	13	15
#1	−	−	−	−	−	−	n/r	−	−	−	−	−	−	−
#2	−	+	+	+	+	−^Ve^	−^M^, +	n/r	*					
#3	−	n/a^a^	−	−	+	−	n/r	+	+	−^Ve,M^	n/r^c^	n/r^c^	n/r^c^	−
#4	−	−	−	n/a^a^	−	−	n/r	−	−	−	−	−	−	−
#5	−	−	−	−	−	−	n/r	−	−	−	−	−	−	−
#6	−	−	−	−	−	−	n/r	−	−	−	−	−	−	−
#7	−	−	−	−	−	−	n/r	+	−	−	−	−	−	−
#8	−	−	−	−	+	+	−^M^, +	−^Ve^	*					
#9	−	−	−	−	−	−	n/r	−	−	−	−	+	−	−
#10	−	−	+	−	−	n/a^b^	n/r	−	−	−	−	+	−	+

+, TdP induced by *dl*-sotalol; −, TdP not induced by *dl*-sotalol; n/a, not available; n/r, not recorded; Ve, vehicle; M, moxifloxacin in a dose of 100 mg/kg, p.o.; and *, autopsy.

^a^The animal was re-ablated because of the spontaneous recovery of the atrioventricular conduction.

^b^Electrocardiogram was not recorded due to the malfunction of Hoter recorder.

^c^ *dl*-Sotalol challenge was not performed in the animals having shown ≥3 times of TdP based on the 3Rs rule.

**TABLE 3:** Time courses of the arrhythmic severity in the atrioventricular block (AVB) monkey 1–3 h after oral administration of *dl*-sotalol hydrochloride (10 mg/kg).

Animal no.	−1 week	Month (s) after the onset of AVB												
		1	2	3	4	5	6	7	8	9	10	12	13	15
#1	.3	.3	.3	2.0	.3	.3		.7	.3	.3	.3	.3	.3	.3
#2	.3	13.0	26.3	32.7	30.7		44.0							
#3	.3		**5.0**	**5.0**	6.0	**5.0**		17.7	20.7					**5.0**
#4	.3	**3.0**	**5.0**		2.3	2.0		.3	.7	2.0	**3.7**	2.0	2.0	2.0
#5	.3	**5.0**	**5.0**	**4.0**	**5.0**	**5.0**		**5.0**	**4.3**	**5.0**	**5.0**	**5.0**	**5.0**	**5.0**
#6	.3	**3.0**	.3	2.3	2.7	2.0		2.7	2.0	**3.0**	**3.0**	**3.0**	**3.0**	**3.0**
#7	.3	2.3	3.7	2.0	**4.3**	2.0		10.3	**3.0**	2.0	**3.3**	**3.3**	**3.0**	**3.0**
#8	.3	**4.0**	2.3	**3.0**	30.7	6.0	30.7							
#9	.3	**5.0**	**4.3**	**5.0**	**3.0**	**5.0**		**5.0**	**3.0**	**5.0**	**5.0**	9.3	**5.0**	**5.0**
#10	.3	**4.0**	10.3	**5.0**	**5.0**			2.0	2.0	**5.0**	**5.0**	9.7	**5.0**	8.7

Arrhythmic events were counted 1–3 h after administration of *dl*-sotalol hydrochloride. Arrhythmic score was the average of the three most severe arrhythmic events during 2 h based on Smoczynska et al. (2019). Bold, ≥3 sets of run of 2–4 ectopic beats; gray shaded, TdP.

#### Neurohumoral, hematological and biochemical variables

Eleven mL of venous blood in total was withdrawn from the femoral vein of the monkey model in the morning before starting Holter electrocardiogram recording. Seven mL of the blood sample was added into disodium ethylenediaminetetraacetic acid (EDTA), which was centrifuged at 1,600 × *g* for 10 min to obtain its plasma. The plasma sample was used for measuring concentrations of neurohumoral factors; namely, aldosterone and angiotensin II with radioimmunoassay; adrenaline, noradrenaline and dopamine with high performance liquid chromatography; ANP with chemiluminescent enzyme immunoassay; brain natriuretic peptide (BNP) with chemiluminescent immunoassay; and plasma renin activity with enzyme immunoassay. The quantitative assay of angiotensin II was performed at SRL Medisearch Inc. (Tokyo, Japan), and that of the others were done by BML, INC. (Tokyo, Japan). One mL of the blood sample was added into EDTA, which was assayed with a hematological analysis system (ADVIA120, Siemens Healthineers, Forchheim, Germany) at Ina Research, Inc. (Supplementary Tables S2A, B). Three mL of the blood sample was added into heparin sodium and centrifuged at 1,600 × *g* for 10 min to obtain its plasma, which was assayed with biochemical analysis system (Automatic analyzer, model 7170, Hitachi High-Tech Corporation, Tokyo, Japan) at Ina Research, Inc. (Supplementary Tables S2A, B).

#### Plasma *dl*-sotalol concentration

To examine the possibility that changes in pharmacokinetic profile after the atrioventricular block may affect pharmacodynamic observation, the plasma concentration of *dl*-sotalol was measured in all animals at 1 month, and in the animals having shown ≥3 times of *dl*-sotalol-induced TdP attacks by 7 months. The blood was sampled from the cephalic vein at 1, 2, 4, and 8 h after the drug administration in conscious state. The plasma concentration of *dl-*sotalol was measured using a high-performance liquid chromatographic system at Ina Research Inc.

### Experimental protocol under anesthesia

The animals were anesthetized with ketamine hydrochloride (5–20 mg/kg, i.m.) and xylazine (1–2 mg/kg, i.m.) under spontaneous respiration. The dose level of xylazine in this study, of which standard one was reported to be .5 mg/kg, i.m. (Flecknell, 2016), may have a potential to enhance the decrease of the heart rate and blood pressure.

#### Echocardiogram

After the animals were placed in left lateral recumbency, echocardiogram was recorded using an ultrasound system (SSD-α7, Hitachi Aloka Medical, Ltd., Tokyo, Japan) with a probe (5.0 MHz, UST-5294–5, Hitachi Aloka Medical, Ltd.). A long axis and 4-chamber views were obtained from the left sternal border and the apex, respectively. Using the M-mode echocardiograms, left ventricular internal diameter (LVID) at end-diastole (LVIDd), left ventricular internal diameter at end-systole (LVIDs), left ventricular posterior wall thickness at end-diastole (LVPWd), interventricular septum thickness at end-diastole (IVSd), left atrial diameter (LAD), ejection fraction (EF), stroke volume (SV) and cardiac output (CO) were measured. The diameter of the inferior vena cava was measured using the M-mode echocardiograms from the subcostal margin. The LVIDd and LVIDs were used to estimate left ventricular volume with the Teichholz formula: left ventricular volume $=\frac{7}{\left(2.4+LVID\right)}\times {\left(LVID\right)}^{3}$ . The EF was calculated as $EF\;\left(\%\right)=\frac{SV}{left\;ventricular\;end-diastolic\;volume}\times 100$ , and SV was done as SV = (left ventricular end-diastolic volume)−(left ventricular end-systolic volume). Left ventricular wall mass (g) was estimated by [(IVSd + LVIDd + LVPWd)^3^–(LVIDd)^3^]×1.05 (Armstrong and Ryan, 2019).

#### Chest radiograph and electrocardiogram

Chest radiograph was taken with X-ray equipment (Sirius 125 MX, Hitachi Medical Corporation, Tokyo, Japan). Cardiothoracic ratio (%) was calculated as follows: maximal horizontal cardiac diameter/maximal horizontal thoracic diameter x 100. Normal cardiothoracic ratio in male cynomolgus monkey was reported to be 56–59% (Xie et al., 2014). The surface lead II electrocardiogram was obtained from the limb electrodes with a polygraph system in the same manner as that in conscious state, which can provide electrophysiological information of the monkey model in the absence of increased sympathetic tone as observed in conscious state. Bazett’s formula QTcB = QT/RR^0.5^ (Bazett, 1920) with RR interval given in seconds was used for conscious state, and Fridericia’s formula: QTcF = QT/RR^0.33^ (Fridericia, 1920) with RR interval given in seconds was applied for anesthetic condition based on the previous reports (Holzgrefe et al., 2014; Goto et al., 2022).

#### Histological analysis

The animals having developed TdP for ≥3 times by 7 months (*n* = 2, Table 2) were anesthetized with thiopental sodium (25 mg/kg, i.v.). After exsanguination, the heart was excised and plunged into saline. After the heart was rinsed with saline, the transmural specimen was obtained from the left ventricular free wall. The specimen was fixed in 10% neutrally buffered formalin, and embedded in paraffin. Paraffin sections in 4-μm thickness were stained with hematoxylin-eosin and Azan, which were examined microscopically. The hearts from the intact animals (*n* = 4) were assessed as control in the same manner.

#### Microarray analysis

The rest of the left ventricular free wall not used for histological studies (≥50 mg) was employed for the microarray analysis (*n* = 2, atrioventricular block heart; *n* = 4, intact heart). Total RNA was isolated from those samples using RNeasy Fibrous Tissue Mini Kit (QIAGEN, Valencia, CA, United States of America). Clear peaks of a marker, 18S rRNA and 28S rRNA with a modest elevation of the baseline, were confirmed in the electropherogram by Agilent 2100 Bioanalyzer (Agilent Technologies Japan, Ltd., Tokyo, Japan). The ratio of A260/A280 was in the range of 2.01–2.05. These data indicate low degradation and high purity of the total RNA samples. The gene expression profiling was performed by Bio Matrix Research, Inc. (Chiba, Japan). The protocol is summarized as following; 100 ng of total RNA was used to generate biotin-tagged cRNA using GeneChip^®^ 3′IVT Express Kit (Affymetrix, Santa Clara, CA, United States of America); the biotin-tagged cRNA was hybridized to GeneChip^®^ Rhesus Macaque Genome Array (Affymetrix); and the amount of bound ones was measured by staining and scanning fluorescence intensity according to Affymetrix protocols. The obtained data was analyzed by Affymetrix^®^ GeneChip^®^ Command Console^®^ Software and Affymetrix^®^ Expression Console™ with MAS5 algorithm (Affymetrix). The fold changes of mRNA related to cardiac fibrosis and hypertrophy, and those related to ion channels, pumps, an exchanger, connexins, Ca^2+^-handling proteins and receptors were calculated from the data of the atrioventricular block hearts and the intact ones using GeneSpring^®^ GX 10.0 (Agilent Technologies Japan, Ltd. Tokyo, Japan). Microarrays data are available by GSE199943, the GEO accession number.

### Drugs

The following drugs were purchased: ketamine hydrochloride (KETAMINE INJ. 5% FUJITA, Fujita Pharmaceutical Co., Ltd., Tokyo, Japan), xylazine (Seractal^®^ 2% injection solution, Bayer Yakuhin Ltd., Osaka, Japan), *dl-*sotalol hydrochloride (Sotacor^®^, Bristol-Myers Squibb Company, Tokyo, Japan), moxifloxacin (Avelox, Bayer Yakuhin, Ltd., Osaka, Japan) and thiopental sodium (Ravonal^®^ for injection, Mitsubishi Tanabe Pharma Co., Osaka, Japan).

### Statistical analysis

Data are expressed as mean ± s.e.m. Friedman test with Dunn’s multiple comparison test was used for repeated measured data in a group in Figures 2–5; Supplementary Tables S2A, B. Wilcoxon matched-pairs signed rank test was used for paired two groups in Figures 3, 4 (between before and 1 month after the production of atrioventricular block). Mann-Whitney *U* test was used for unpaired two groups (between TdP ≥3 and TdP 0–1) in Figures 2–4. A *p* value < .05 was considered to be statistically significant.

## Results

The atrioventricular nodal ablation successfully eliminated the atrioventricular conduction in each animal. Since distress was not confirmed in any animal, we did not use analgesics. We did not observe any clinical sign of illness, either. As a humane endpoint, the signs of debility in the animals including cowering, sad expression and stop grooming were set to be criteria for considering euthanasia; however, no animal met these criteria. Typical electrocardiogram tracings before and after the atrioventricular nodal ablation are depicted in Figure 1. In two animals (#3 and #4), the atrioventricular conduction was spontaneously recovered by 1 and 3 months after the first intervention, respectively. We ablated their atrioventricular nodes again to eliminate the atrioventricular conduction as described in Table 2.

**FIGURE 1:**
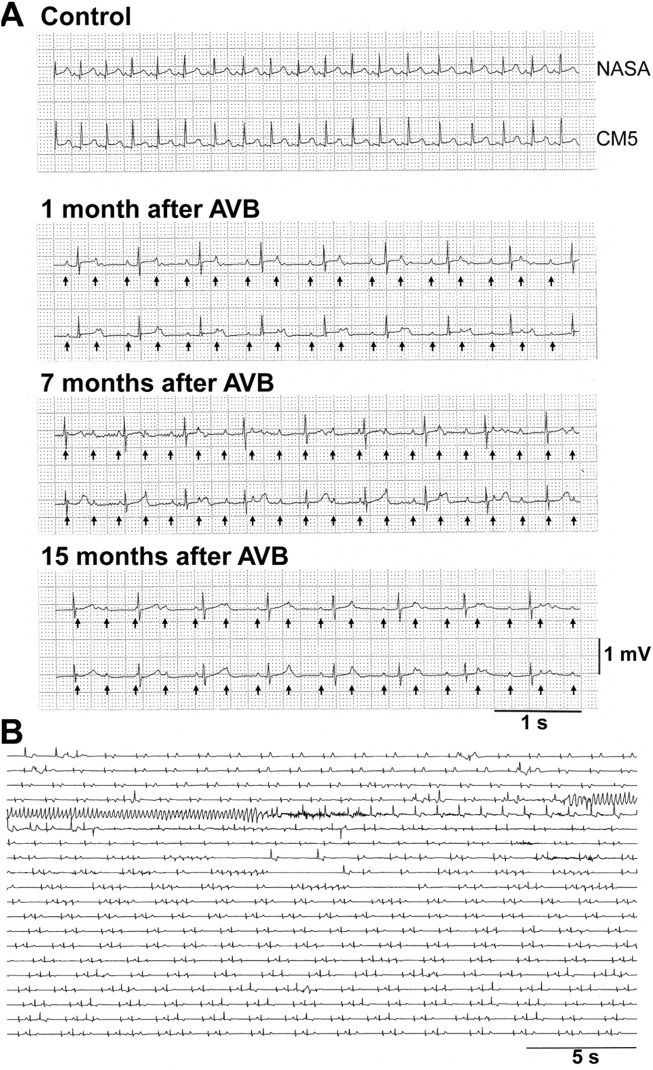
Representative traces of electrocardiogram in cynomolgus monkeys. **(A)** Representative traces by NASA (upper) and CM5 (lower) leads under non-ablated condition (Control) and 1, 7, and 15 months after atrioventricular node ablation (AVB) in the animal #10. Arrows indicate P-waves under complete atrioventricular block. **(B)** *dl*-Sotalol-induced torsade de pointes obtained by CM5 lead in the animal #2 at 6 months after the atrioventricular node ablation. The first arrhythmia episode was observed 2 h after the oral administration of 10 mg/kg of *dl*-sotalol hydrochloride. AVB, atrioventricular block.

### Assessment of the onset of single and multiple premature ventricular beats, and TdPs

*dl-*Sotalol hydrochloride in a dose of 10 mg/kg was orally administered to the monkey model before and every month after the intervention as described in Table 1. By 2 months after the production of atrioventricular block, 8 out of 10 animals showed ventricular arrhythmias with ≥3 sets of run of 2–4 ectopic beats (arrhythmic score 3–5) following *dl*-sotalol administration as shown in Table 3, indicating that “the trigger” leading to the onset of TdP was developed in those animals during the initial 2 months. Consequently, 6 (#2, #3, #7, #8, #9, and #10) out of 10 animals developed TdP at least once during 15 months (Table 2). Typical trace showing the onset of *dl*-sotalol-induced TdP is depicted in Figure 1B. Four animals (#2, #3, #8, and #10) developed TdP for ≥3 times by *dl*-sotalol during the observation period, which was not induced by vehicle alone or by moxifloxacin (#2, #3, and #8) (Table 2). Each TdP observed in the four animals spontaneously terminated within 15 s (Supplementary Table S1).

### Echocardiography

Echocardiogram was recorded under the anesthesia as described in Table 1, and the time courses of changes in echocardiographic variables are summarized in Figure 2A. Basal control values before atrioventricular nodal ablation (Pre) for LVIDd, LVIDs, LVPWd, IVSd and LAD were 17.4 ± .4 mm, 12.7 ± .5 mm, 2.4 ± .1 mm, 2.4 ± .1 mm, and 9.7 ± .7 mm, whereas those for EF, SV and CO were 55.7 ± 3.4%, 4.98 ± .38 mL and .64 ± .06 L/min, respectively. When compared with those basal values before atrioventricular block (Pre), the atrioventricular block persistently increased LVIDd for 3–15 months except for 4 months and SV for 4–15 months; but sporadically increased LVIDs at 7 months, LVPWd at 15 months, and LAD at 2 and 6 months, whereas it transiently decreased CO at 0 month. When compared to the values immediately after the atrioventricular block (0 month), the atrioventricular block persistently increased LVIDd for 5–15 months, LVPWd for 6–15 months, SV and CO for 4–15 months; but sporadically increased LAD at 2 months, EF for 2 and 4 months, and IVSd at 15 months. Whether TdP was induced or not was determined regardless of the number of TdP occurred after the administration of *dl*-sotalol as summarized in Table 2. The ten animals were classified into two groups; namely, that exerting TdP 0–1 time (6 animals) and that exhibiting TdP ≥3 times (four animals) during the observation period (Figure 2A, right panels). No significant difference was detected in any of the echocardiographic variables between those two groups.

**FIGURE 2:**
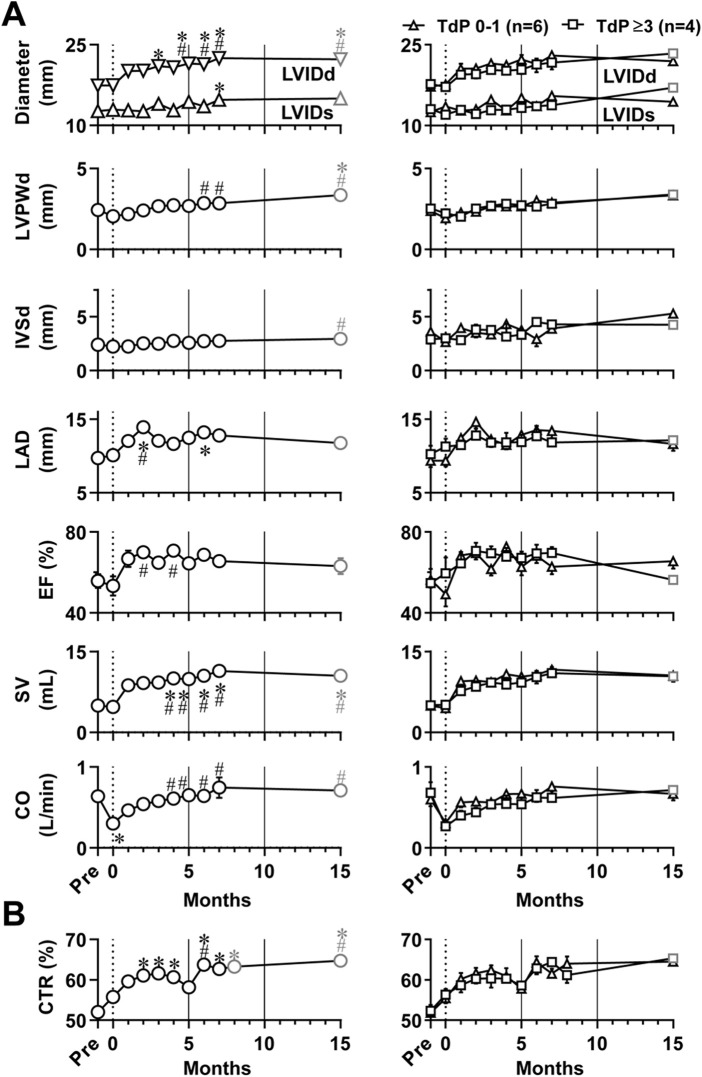
Time courses of changes in echocardiographic variables **(A)** and cardiothoracic ratio (CTR) of chest radiographs **(B)** in the atrioventricular block monkeys under anesthesia. The basal values (Pre) for the blood pressure, lead II electrocardiogram and chest radiographs were obtained 1 week before the production of atrioventricular block, whereas echocardiography was done just before the surgery for evaluation of Pre (Table 1). *p < .05 vs. Pre; ^#^ *p* < .05 vs. just after atrioventricular block (0 month) by Friedman test with Dunn’s multiple comparison test. In the left of each panel, mean values of all animals are shown (black symbols, *n* = 10 for Pre and 0–7 months; and gray symbols, *n* = 8 at 15 months); and in the right of it, averaged values in animals exerting torsade de pointes 0–1 time (TdP 0–1, triangles, *n* = 6) and those exhibiting torsade de pointes ≥3 times (TdP ≥3, black squares, *n* = 4 for Pre to 7 months; and gray squares, *n* = 2 at 15 months) by *dl*-sotalol challenge are depicted. Data are presented as mean ± s.e.m. LVIDd, left ventricular internal diameter at end-diastole; LVIDs, left ventricular internal diameter at end-systole; LVPWd, left ventricular posterior wall thickness at end-diastole; IVSd, interventricular septum thickness at end-diastole; LAD, left atrial diameter; EF, ejection fraction; SV, stroke volume; and CO, cardiac output.

### Chest radiographs

Pleural effusion and pulmonary congestion were not observed during the observation period. The time course of cardiothoracic ratio calculated using chest radiographs is shown in Figure 2B. When compared with pre-operative basal values of 52.0 ± 1.2% before the production of atrioventricular block, the cardiothoracic ratio was 55.8 ± 1.5% (0 month) and increased for 2–15 months except that the increase was not significant at 5 months. No significant difference was detected in the cardiothoracic ratio between the groups of six animals exhibiting TdP 0–1 time and the group of four animals exhibiting TdP ≥3 times during the observation period (Figure 2B, right panel).

### Blood pressure and electrocardiographic variables in conscious state

Blood pressure and electrocardiographic variables were recorded in conscious state as scheduled in Table 1, and the time courses of changes in blood pressure and electrocardiographic variables are summarized in Figure 3. Basal values before the production of atrioventricular block for the ventricular rate, systolic/diastolic blood pressure, QRS width, JT interval, QT interval, and QTcB were 231 ± 8 bpm, 120 ± 3/65 ± 1 mmHg, 40 ± 1 ms, 128 ± 6 ms, 167 ± 5 ms, and 326 ± 5 ms, respectively. The atrioventricular block decreased the ventricular rate and diastolic blood pressure to 111 ± 19 bpm and 58 ± 3 mmHg, respectively at 1 month, which was maintained up to 15 months (Figure 3A). It prolonged the QRS width, JT interval and QT interval to 46 ± 3 ms, 188 ± 12 ms, and 235 ± 12 ms, respectively at 1 month, which were further prolonged up to 15 months (Figures 3B–D). Meanwhile, QTcB was shortened to 304 ± 10 ms at 1 month. We performed subgroup analysis based on the number of TdP occurrence. No significant difference was observed in these electrocardiographic variables between the animals exerting TdP 0–1 time (*n* = 6) and TdP ≥3 times (*n* = 4) (Figure 3).

**FIGURE 3:**
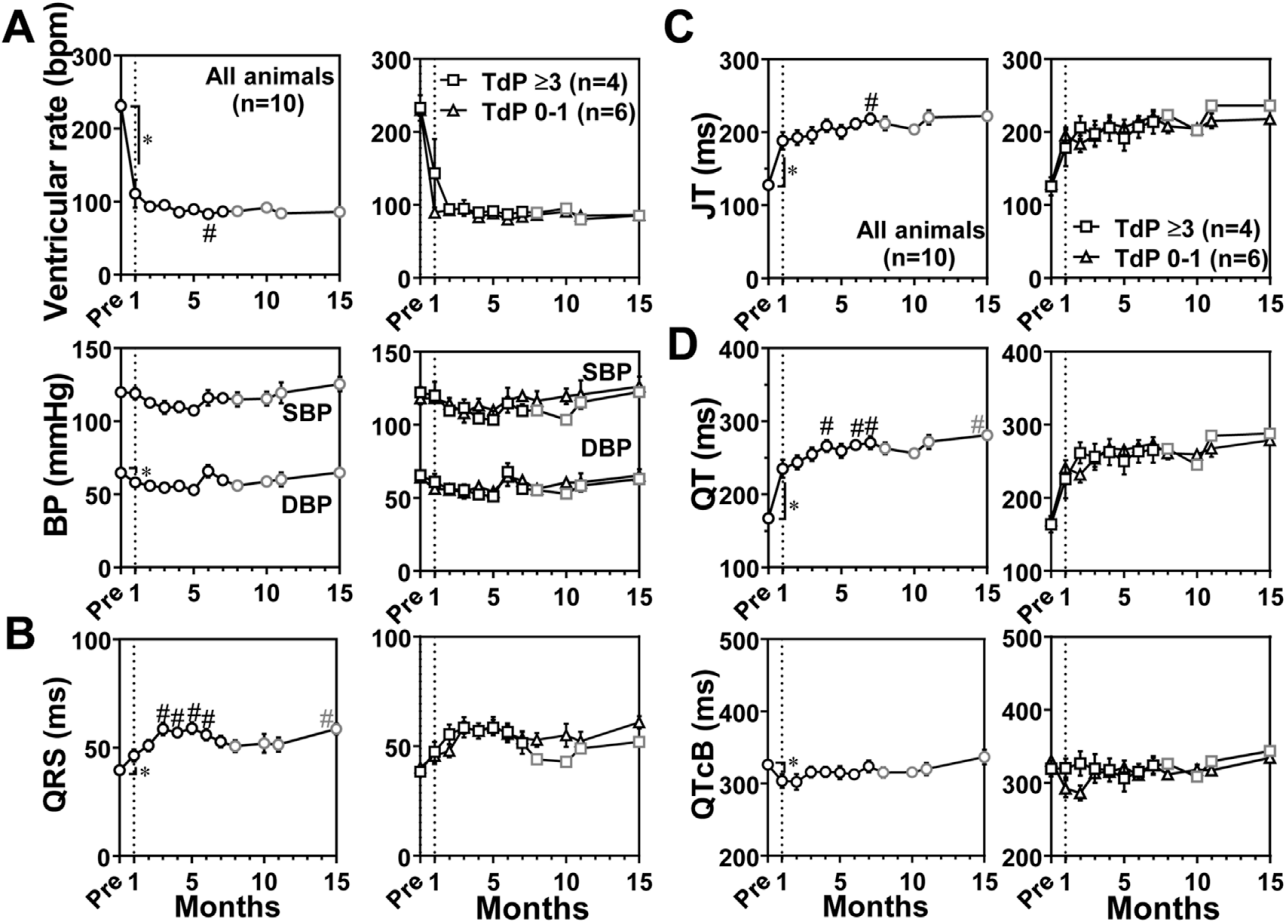
Time courses of changes in the ventricular rate and systolic/diastolic blood pressures (SBP/DBP) (BP) **(A)** and electrocardiographic variables including QRS width (QRS) **(B)**, JT interval (JT) **(C)**, and QT interval (QT) and QT interval corrected by Bazett’s formula (QTcB) **(D)** in the atrioventricular block monkeys in conscious state. In the left of each panel, mean values of all animals (All animals) are shown (black symbols, *n* = 10 for Pre and 0–7 months; and gray symbols, *n* = 8 for 8–15 months); and in the right of it, averaged values in animals exerting torsade de pointes 0–1 time (TdP 0–1, triangles, *n* = 6) and those exhibiting torsade de pointes ≥3 times (TdP ≥3, black squares, *n* = 4 for Pre to 7 months; and gray squares, *n* = 2 for 8–15 months) by *dl*-sotalol challenge are depicted. Data are presented as mean ± s.e.m. *p < .05, before atrioventricular block (Pre) vs. 1 month by Wilcoxon matched-pairs signed rank test; and #*p* < .05, vs. 1 month by Friedman test with Dunn’s multiple comparison test.

### Blood pressure and electrocardiographic variables under anesthetic condition

Blood pressure and electrocardiographic variables were also recorded under anesthetic condition as scheduled in Table 1, and the time courses of changes in blood pressure and electrocardiographic variables are summarized in Figure 4. Basal values before the production of atrioventricular block for ventricular rate, systolic/diastolic blood pressure, QRS width, JT interval, QT interval and QTcF were 91 ± 9 bpm, 84 ± 3/44 ± 2 mmHg, 44 ± 1 ms, 310 ± 23 ms, 354 ± 23 ms, and 396 ± 13 ms, respectively. When compared with basal values before the production of atrioventricular block, the atrioventricular block significantly decreased the ventricular rate to 52 ± 3 bpm and the systolic/diastolic blood pressure to 58 ± 6/28 ± 3 mmHg at 1 month, which were maintained during the observation period. The atrioventricular block shortened the QTcF at 1 month (Figures 4B–D). When compared with values at 1 month, QRS width was prolonged at 4 and 11 months. QTcF were prolonged at 15 months. Compared with those in conscious state at 1 month, the anesthesia did not alter the QRS width, but decreased the ventricular rate by 59 ± 22 bpm, the systolic/diastolic blood pressure by 61 ± 5/30 ± 3 mmHg, and prolonged the JT interval by 144 ± 25 ms, the QT interval by 148 ± 25 ms. We performed the subgroup analysis as described above. The JT interval and QT interval at 2 and 4 months and QTcF for 1–6 months except that the prolongation was not significant at 3 months were prolonged in animals exerting TdP ≥3 times (*n* = 4) than in animals exerting TdP 0–1 time (*n* = 6) (Figures 4C, D).

**FIGURE 4:**
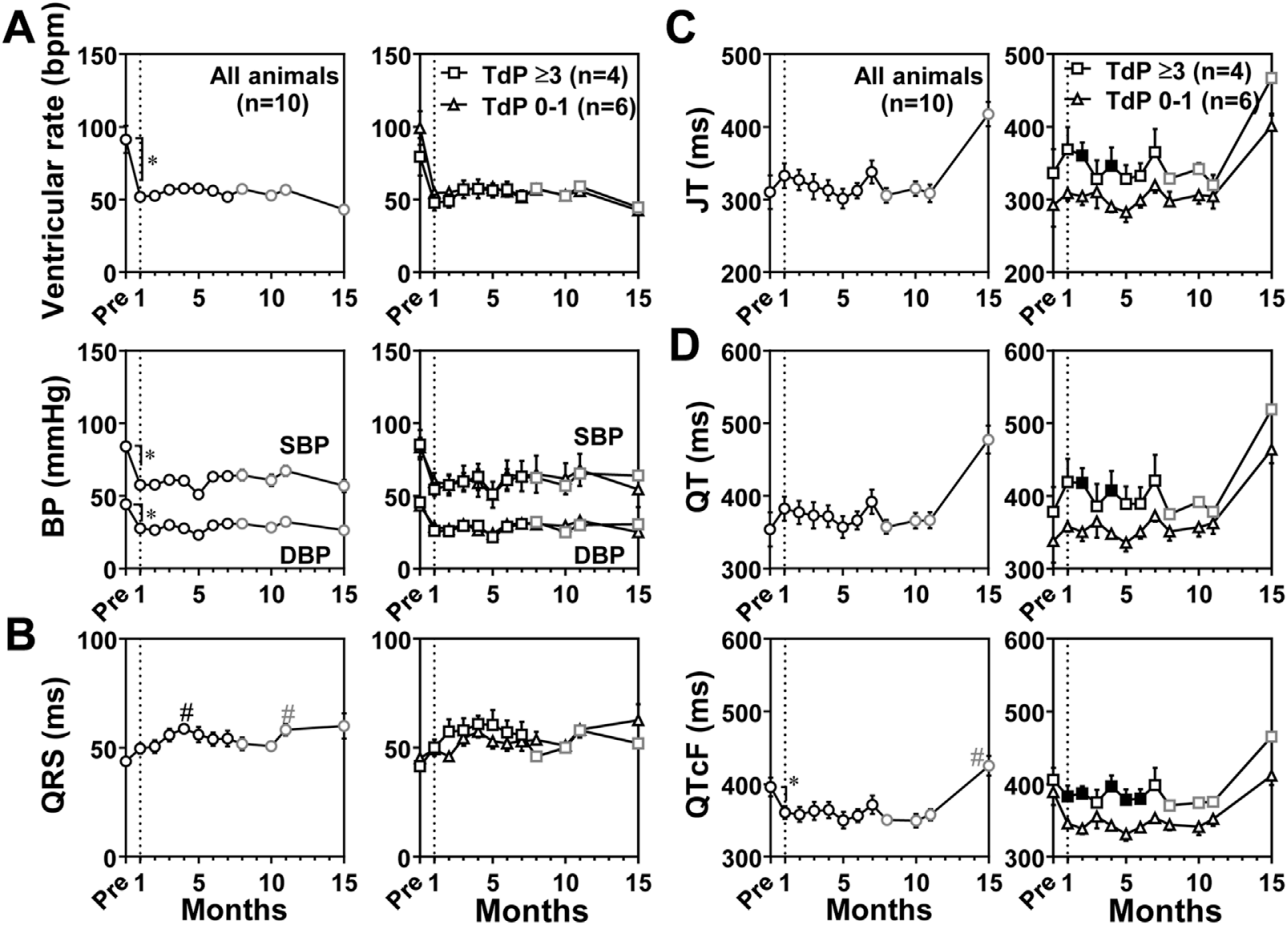
Time courses of changes in the ventricular rate and systolic/diastolic blood pressures (SBP/DBP) (BP) **(A)** and electrocardiographic variables including QRS width (QRS) **(B)**, JT interval (JT) **(C)**, and QT interval (QT) and QT interval corrected by Fridericia’s formula (QTcF) **(D)** under anesthesia. The diagram structure and definitions of abbreviations are the same as in Figure 3. Data are presented as mean ± s.e.m. *p < .05, before atrioventricular block (Pre) vs. 1 month by Wilcoxon matched-pairs signed rank test; and ^#^ *p* < .05, vs. 1 month by Friedman test with Dunn’s multiple comparison test. Filled symbols indicate *p* < .05 vs. the animals showing TdP 0–1 at the same month by Mann-Whitney *U* test.

### Neurohumoral profiles

Neurohumoral factors including dopamine, noradrenaline, adrenaline, renin activity, angiotensin II, aldosterone, ANP and BNP in plasma were measured in conscious state as scheduled in Table 1, and the time courses of changes in those neurohumoral variables are summarized in Figure 5. Their basal values before the production of atrioventricular block were .013 ± .002 ng/mL, 4.45 ± 1.30 ng/mL, 7.20 ± 1.76 ng/mL, 9.17 ± 1.53 ng/mL h, 17.1 ± 1.8 pg/mL, 25.3 ± 4.4 ng/dL, 7.23 ± .80 pg/mL, and 11.0 ± 1.3 pg/mL, respectively. The atrioventricular block increased dopamine for 2–4 months and at 7 and 12 months; lowered adrenaline at 2 months and for 5–6 months; elevated angiotensin II for 4–15 months except that the elevation was not significant at 6 months, aldosterone for 7–8 and 12–15 months, and ANP for 1–15 months except for 6 and 9 months; and decreased BNP at 5 and 10 months. Importantly, most of those fluctuations were within the physiological range except for ANP, angiotensin II and aldosterone. No significant change was observed in noradrenaline or renin activity.

**FIGURE 5:**
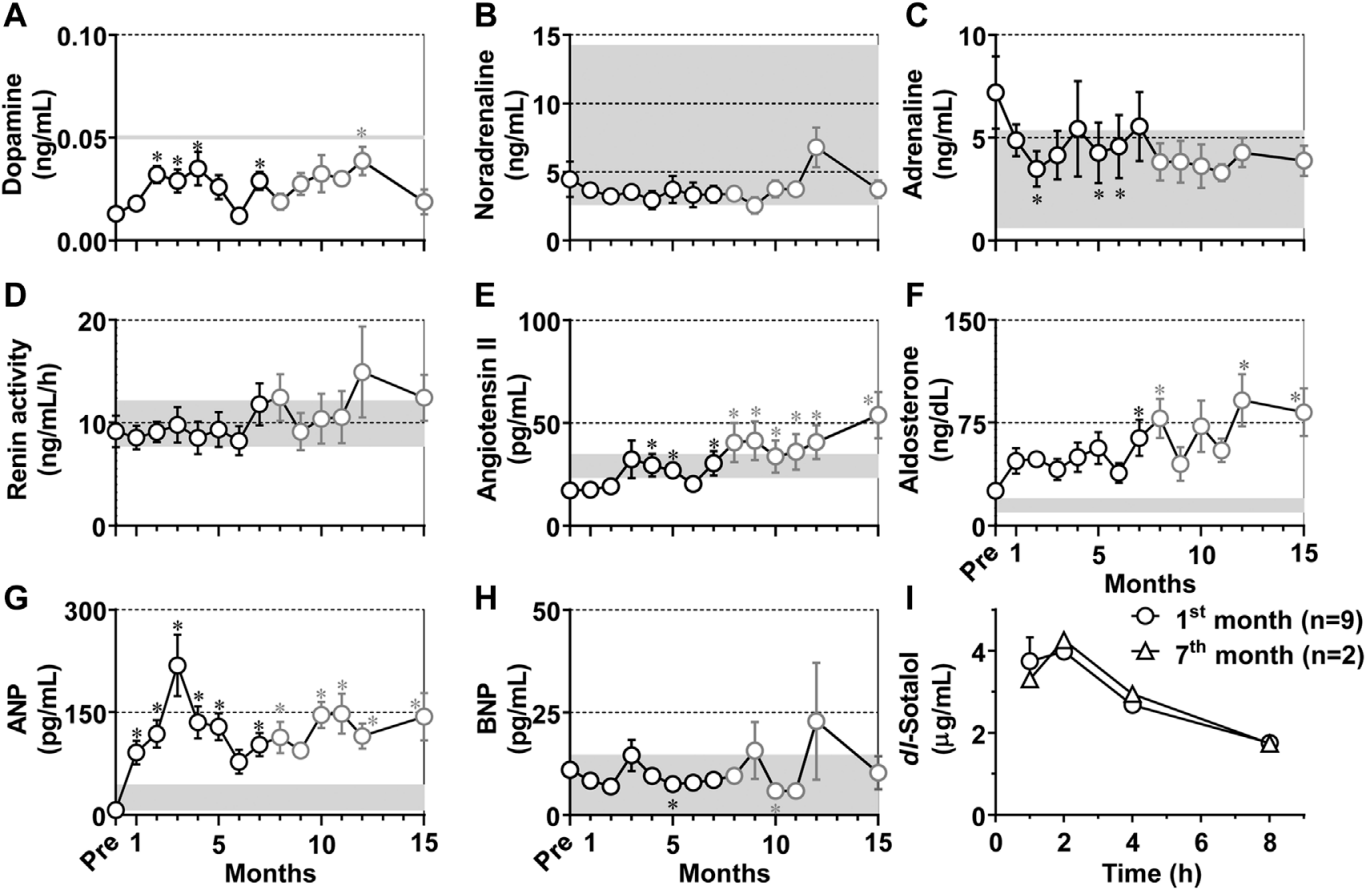
**(A–H)** Time courses in changes in the neurohumoral factors in the plasma of the atrioventricular block monkeys. *p < .05 vs. before atrioventricular block (Pre) by Friedman test with Dunn’s multiple comparison test. Data are presented as mean ± s.e.m. (*n* = 10 for Pre and 1–7 months, black symbols; and *n* = 8 for 8–15 months, gray symbols). Gray zones in all panels indicate physiological concentrations calculated by using data in previous reports (Mangan and Mason, 1958; Udelsman et al., 1987; Lenz T et al., 1991; Pai C et al., 2021). ANP, atrial natriuretic peptide; and BNP, brain natriuretic peptide. **(I)** Time courses of change in the plasma concentrations of *dl*-sotalol following oral administration of 10 mg/kg of *dl*-sotalol hydrochloride at 1 month after atrioventricular block (mean ± s.e.m., *n* = 9, circles), and at 7 months after atrioventricular block (mean, *n* = 2, triangles) in #2 and #8 animals which had developed torsade de pointes 4 and 3 times by *dl*-sotalol challenge, respectively (see Table 2).

### Pharmacokinetics of *dl-*sotalol

Plasma concentrations of *dl*-sotalol were measured at 1, 2, 4, and 8 h after the administration of *dl-*sotalol hydrochloride in all animals at 1 month except for #3 (*n* = 9) due to recovery of the atrioventricular conduction and in #2 and #8 animals at 7 months (*n* = 2), since the #2 and #8 animals had developed 4 and 3 times of TdP by 7 months, respectively (Table 2). The time courses of changes in the plasma concentration of *dl*-sotalol are summarized in Figure 5I. The mean C_max_, T_max_ and AUC_0–8h_ at 1 month were 4.74 μg/mL, 1.6 h, and 21 μg h/mL (*n* = 9), which were comparable to those measured at 7 months (4.26 μg/mL, 2 h, and 22 μg h/mL (*n* = 2), respectively).

### Hematology and biochemistry

Time course of the hematological and biochemical parameters is summarized in Supplementary Tables S2A, B. Several parameters showed alternations during the observation period; however, they were within the physiological range in cynomolgus monkeys (Schuurman and Smith, 2005; Park et al., 2016).

### Histology

At 8 months after the intervention, the histological preparations of the atrioventricular block hearts of #2 and #8 animals were examined in comparison with those from the intact animals (*n* = 4), and their typical photographs are shown in Figure 6. Longitudinal hypertrophy of cardiomyocytes and increase of interstitial fibrosis were observed in the chronic atrioventricular block hearts.

**FIGURE 6:**
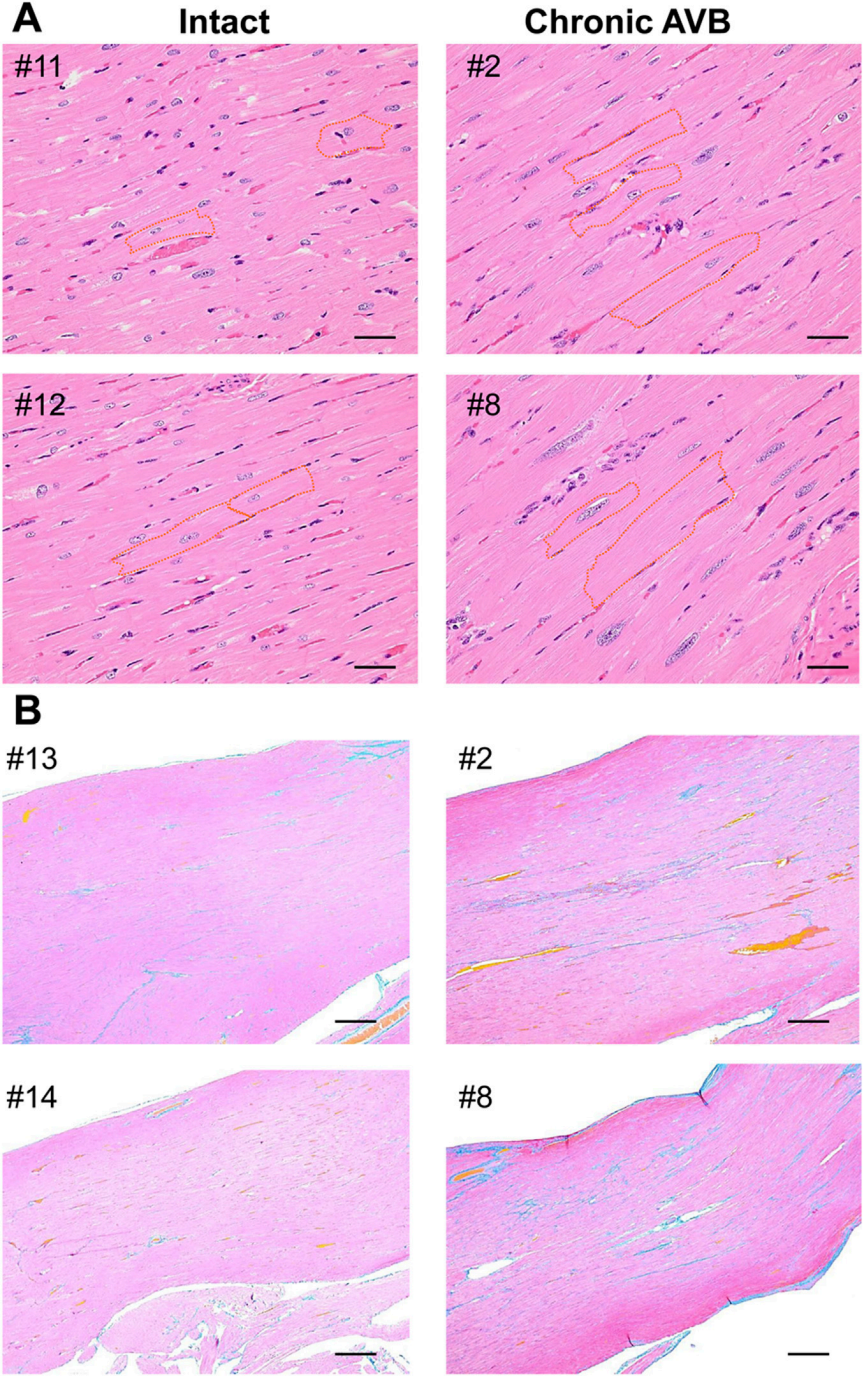
Microscopic photos of the free walls of the left ventricle obtained from intact animals (#11, #12, #13, #14, left) (Intact) and #2 and #8 animals at 8 months after the onset of atrioventricular block (Chronic AVB, right), which were stained with hematoxylin-eosin staining **(A)** and Azan **(B)**. Orange broken lines in panel A indicate outlines of cardiomyocytes. Scale bars: 20 μm **(A)** and 200 μm **(B)**.

### Gene expression profile

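Left ventricular gene expression was measured on 6 Affymetrix Rhesus Macaque Genome Arrays, each hybridized with RNA from 1 cynomolgus monkey. The hearts came from 4 intact animals (animals 11, 12, 13 and 14) and from 2 animals taken 8 months after the onset of atrioventricular block (animals 2 and 8). Both animals with the block had also been given oral dl-sotalol, a β-adrenoceptor blocker that prolongs repolarization, at 10 mg/kg before and repeatedly after the intervention. Both had received moxifloxacin as well, and both had developed torsade de pointes. The block, the drug challenges and the arrhythmia therefore cannot be separated by these arrays. The study took these 2 animals because they had developed the arrhythmia most often, and hearts of the other animals with block were not measured. Total RNA (100 ng) from 50 mg or more of this tissue was amplified from its 3' end, and the authors computed the signals with the MAS5 algorithm. Each of the 52706 probe sets, control probe sets left out, has a signal on a linear scale (fluorescence intensity) and a detection call of Present, Marginal or Absent. The probes were designed on rhesus sequence, and how far sequence differences in the cynomolgus monkey lower a signal was not tested.

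The deposited signals had not been brought to a common level. Their 2% trimmed mean was 75.1, 87.4, 77.8 and 88.2 in animals 11, 12, 13 and 14, and 54.6 and 73.5 in animals 2 and 8. The intact arrays were therefore brighter by a factor of 1.29, and each array was multiplied to a common trimmed mean before log2 was taken. Signals are given on that scale unless they are called deposited signals. Present calls covered 38.4%, 39.2%, 38.2% and 37.2% of probe sets in the intact hearts and 36.0% and 39.7% in the hearts with block (exact permutation test, 2-sided p = 0.867). The 3' over 5' signal ratio of the GAPDH control probe sets, which grows as RNA copies get shorter, was 2.65, 2.17, 2.17 and 2.29 in the intact hearts and 5.05 and 3.05 in the hearts with block. On the log2 scale it was higher by 0.763 with block (exact permutation test, 2-sided p = 0.0667, the smallest that 4 arrays against 2 allow), and the same ratio of ACTB was higher by 0.207 (p = 0.333, same exact test). Across the probe sets tested, which are not independent replicates, Pearson's r between arrays was lowest for animals 14 and 2 (0.927) and highest for animals 11 and 12 (0.955), and was 0.940 between animals 2 and 8.

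The groups were compared with limma (2-sided, variance trend with signal level, Benjamini-Hochberg adjustment) over 22577 probe sets called Present on at least 2 of the 6 arrays, of which 18526 were assigned to 1 gene. A gene is represented by its brightest probe set, and in tests of gene lists by its brightest probe set among those tested. A fold is taken between the groups' means of log2 signals. Where a gene was Absent on every array of a group, its level there is not known, and an “at least” fold is given beside the fold, the lowest signal of the detected group over the highest of the other, a form chosen after the values were seen. Coordinates are those of the array's annotation on the rhesus build Mmul_051212. Lists of genes of 21 functions and of markers of 15 cell types were fixed before the data were examined, and each was set against all other genes with limma's camera at a preset inter-gene correlation of 0.01, then at an estimated one. Several gene lists hold genes of Table 4, whose folds on these same arrays had been seen, and their calls are not independent of it. With the preset correlation 7 gene lists and 2 cell type lists passed an adjusted p of 0.05, and with an estimated correlation none did (unadjusted, 1 gene list and 0 cell type lists), nor did any by limma's fry for a shift in one direction, which tests a list on its own (unadjusted, 2 and 0). For change in either direction, fry passed 6 gene lists and 1 cell type list. The number of arrays limits the precision of every value.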

Using the transmural tissue from endocardium to epicardium of left ventricle of the heart that was used for histological analysis, gene expression profile of ion channels, pumps, an exchanger, connexins, Ca^2+^-handling proteins and receptors was analyzed, and their results are summarized in Table 4. 

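KCNJ2 encodes Kir2.1, the inward rectifier potassium channel that holds the resting potential of ventricular myocytes. Its signal was 893 ± 214 (SD, n = 4) in the intact hearts and 1752 ± 31.6 (SD, n = 2) with block, a fold of 2.00, and both animals 2 (1774) and 8 (1729) were above every intact animal. Its other 2 probe sets, which are dimmer, had folds of 1.34 and 1.09. CAMK1D, a calcium/calmodulin-dependent kinase, had a dim signal of 24.8 ± 8.68 (SD, n = 4) against 55.8 ± 38.2 (SD, n = 2), a fold of 2.06 that came from animal 8 (82.8) rather than animal 2 (28.8). CACNA1D, the pore-forming subunit of the L-type calcium channel Cav1.3, was close to the array's background: of its 4 probe sets, 1 was Present in both hearts with block (30.5 and 17.3) and Absent in all intact hearts (19.8, 1.57, 21.7 and 3.13). Its fold was 3.39, and since animals 11 and 13 read above animal 8 it has no lower bound above 1. The brightest CACNA1D probe set was Absent on every array, with 22.2 ± 15.3 (SD, n = 4) and 12.4 ± 8.00 (SD, n = 2). KCNMB4, the β4 subunit of the large-conductance calcium-activated potassium channel, was Absent in all intact hearts on its brightest probe set, with a fold of 1.30 and 38.4 ± 7.82 (SD, n = 4) against 51.3 ± 21.2 (SD, n = 2). On a dimmer one the fold was 2.04, where animals 2 and 8 read 21.2 and 23.7 and the intact hearts 22.1, 21.7, 13.5 and 2.25.

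None of the 4 genes passed limma's test over all probe sets. KCNJ2, on chromosome 16 from 65405420 to 65406011, had a log2 fold change of 1.00 (SE 0.223, adjusted p = 0.347) and was the only one of the 4 with an unadjusted p under 0.05. CAMK1D, on chromosome 9 from 13101781 to 13102247, had a log2 fold change of 1.04 (SE 0.477, adjusted p = 0.620). For CACNA1D (the probe set on chromosome 2 from 82529626 to 82530188) and KCNMB4 (chromosome 11, from 67369677 to 67369986), the adjusted p was 0.708 and 0.789, with SEs of 1.08 and 0.878 on the log2 scale. The 14 ion channel genes that the study tabulates did not shift together (camera adjusted p = 0.530, and 0.814 with an estimated correlation), with 7 above and 7 below the intact level and a median log2 fold change of 0.03. Adjusted over the list alone, KCNJ2 rose (adjusted p = 0.0218) and no ion channel gene fell, and this list, which the study tabulated from the same hearts, is not independent evidence of direction. That call for KCNJ2 was lost without animal 2 (adjusted p = 0.187), animal 8 (0.0776) or animal 12 (0.0588).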

In the chronic atrioventricular block monkeys, gene expression levels of L-type calcium channel α_1D_ subunit (*CACNA1D*) and potassium inwardly-rectifying channel, subfamily J, member 2 (*KCNJ2*) increased among the cardiac ion channels; that of calcium/calmodulin-dependent protein kinase type 1D (*CAMK1D*) was elevated among Ca^2+^-handling proteins; and that of calcium-activated potassium channel beta four subunit (*KCNMB4*) belonging to the vascular ion channels was enhanced. No significant reduction in mRNA levels of variable cardiac K^+^ channel subunits was detected.

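KCNH2, which encodes the channel of the rapid delayed rectifier current that dl-sotalol blocks, had a signal of 537 ± 144 (SD, n = 4) in the intact hearts and of 461 ± 18.4 (SD, n = 2) with block, a fold of 0.879. KCNQ1 and KCNE1, the subunits of the slow delayed rectifier channel, had folds of 0.949 and 1.05. KCNJ5, a subunit of the acetylcholine-activated potassium channel, was at 257 ± 26.1 (SD, n = 4) and 249 ± 23.3 (SD, n = 2) on its brightest probe set. Table 4 gives KCNJ5 well below the intact level, and the mean of all its tested probe sets here also lay lower than the brightest one. KCNIP2, the accessory subunit of the transient outward channel, had a fold of 1.54, which rests on the low value of intact animal 11. It read 31.6, 117, 187 and 189 in animals 11, 12, 13 and 14, and 161 and 168.5 in animals 2 and 8. KCND3, the pore subunit of that channel, was Absent on every array and has no fold. The largest differences downward were those of the background potassium channels KCNK1 (fold 0.312, 166 ± 154 against 42.0 ± 41.0, log2 fold change -1.68 and, without animal 2, -0.45, with intact animal 13, at 12.8, as low as animal 2, at 13.0) and KCNK3 (0.536, 62.5 ± 16.4 against 32.8 ± 2.51), and of the ATP-sensitive channel subunit KCNJ8 (0.586, 302 ± 63.3 against 183 ± 76.6; SD, n = 4 and 2).

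Of 26 cardiac potassium channel subunit genes, 19 were measured, 8 above and 11 below the intact level, with a median log2 fold change of -0.08. By limma 0 rose and 0 fell over all probe sets (unadjusted, 2 higher and 2 lower), and the adjusted p of KCNK1, KCNK3 and KCNJ8 was 0.748, 0.468 and 0.520. Adjusted over the list alone, KCNJ2 rose (adjusted p = 0.0296) and 0 genes fell, with KCNK3 at 0.107 and KCNJ8 at 0.111. The KCNJ2 call was lost without animal 12, 2 or 8 (adjusted p 0.0798 to 0.127). The list did not shift against other genes (camera adjusted p = 0.757, and 0.814 with an estimated correlation), whereas limma's fry, asking for change in either direction, gave an adjusted p of 0.00280, as it passed 6 gene lists in all. On simulated data of this design limma recovered 0% of 1.5-fold and 8% of 2-fold changes, so a fall of a single subunit by that much would mostly have gone undetected.

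Among 15 measured genes of 23 for sodium, calcium and pacemaker channels, 0 passed limma's test (unadjusted, 0 higher and 2 lower; camera adjusted p = 0.909, and 0.960 with an estimated correlation), and the list's median was below 0 (-0.00) where its mean was above (0.05). CACNA1G, a T-type calcium channel, was at 97.8 ± 27.5 (SD, n = 4) and 47.8 ± 12.7 (SD, n = 2), a fold of 0.493 (adjusted p = 0.425). The folds of the sodium channel genes SCN7A and SCN2B were 1.21 and 0.997, those of the L-type subunits CACNB1 and CACNA1C 1.85 and 0.621, and HCN4, a pacemaker channel, was Absent on every array.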

**TABLE 4:** Fold changes in expression levels of genes in the chronic atrioventricular block monkeys (*n* = 2) in comparison to intact ones (*n* = 4).

Category	Gene symbol	Fold change	Gene symbol	Fold change
Ion channels	*SCN5A*	.85	*KCNQ1*	.95
	*SCN7A*	1.21	*KCNJ2*	2.00*
	*SCN1B*	1.17	*KCNE1*	1.05
	*SCN2B*	1.39	*KCNMB4*	2.04*
	*KCNJ5*	.60	*CACNA1D*	3.39*
	*KCNJ8*	.59	*CACNA1C*	.99
	*KCNH2*	.88	*CACNB1*	1.85
Pumps, exchanger, connexins	*ATP2A2*	.91	*GJA1*	1.10
	*RYR2*	1.14	*GJC1*	.83
	*SLC8A1*	.73	*GJA5*	1.51
Ca^2+^-handling proteins	*CAMK1D*	2.06*	*PLN*	1.14
	*CAMK2A*	.67	*CALM3*	.77
	*CAMK2B*	1.27	*CASQ2* *^a^*	1.70
	*CAMK2D*	1.05		
Receptors	*ADRB2*	1.68	*ADRB1*	.65
Fibrosis^a^	*SERPINE2*	2.67*	*FN1*	2.52*
	*SERPINE2*	2.14*	*THBS1*	3.46*
	*SERPINE2*	2.25*		
Cardiac hypertrophy^a^	*TNFSF12/TWEAK*	2.44*	*TNFRSF12A*	3.20*
Fibrosis, hypertrophy, apoptosis^a^	*ANKRD1*	3.11*		
IFN-stimulated cytokine^a^	*IFI27*	.47*	*IFIT2*	.47*
Others^a^	*TMEM14C*	.39*	*RPL35A*	2.70*
	*TPT1/TPCT1*	.67	*SDF2*	.60
	*LPL*	.57	*USP14*	1.74
	*DEFB1/RHBD-1*	.65	*USP14*	1.73

^a^ Genes were selected from Supplementary Figure S1. * >2 or <.5 fold change vs. intact animals.

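CASQ2, the calcium-binding protein of the sarcoplasmic reticulum, had a signal of 5709 ± 1572 (SD, n = 4) in the intact hearts and of 9406 ± 1052 (SD, n = 2) with block, a fold of 1.70, and RYR2, the calcium release channel, 4408 ± 228 and 5020 ± 242, a fold of 1.14. The calcium pump ATP2A2 and its inhibitor PLN had folds of 1.17 and 1.14, the exchanger SLC8A1 1.06, and the kinases CAMK2A, CAMK2B and CAMK2D 0.666, 1.27 and 1.05. For ATP2A2 and SLC8A1 the direction is opposite to that in Table 4, which gives both below the intact level. Another SLC8A1 probe set was lower in both animals with block on deposited signals (ratio 0.489). CALM3, a calmodulin gene, had a fold of 0.773. The β1-adrenoceptor ADRB1 was at 1159 ± 72.8 (SD, n = 4) and 770 ± 207 (SD, n = 2), a fold of 0.653. The connexins GJA1, GJC1 and GJA5 had folds of 1.10, 0.83 and 1.51. GJA5 was below the intact level in animal 2 (0.790 times) and above it in animal 8 (2.87 times), GJC1 was low in animal 2 alone (0.683 times), and CAMK2D was higher in animal 2 (1.51 times) and lower in animal 8 (0.729 times).

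A list of 27 calcium handling genes, 25 of them measured, lay above the other genes (median log2 fold change 0.19, 17 higher and 8 lower, camera adjusted p = 0.0108). With an estimated correlation its adjusted p was 0.429, and at the preset one it was 0.222 without animal 2 and 0.0766 with quantile normalization. Its median was 0.29 in animal 2 and 0.06 in animal 8, and that of cardiomyocyte markers was 0.33 and 0.07. Its most changed members were SLN, an inhibitor of the calcium pump (fold 20.4, 107 ± 133 against 779 ± 138, adjusted p = 0.498), TRDN, an anchor of calsequestrin (2.80, 202 ± 75.8 against 605 ± 391, adjusted p = 0.423), CAMK1D and CALM2 (1.88, adjusted p = 0.472). The intact hearts spread widely in SLN, and low values among them raise its fold of log2 means. In TRDN the hearts with block differed from each other. By limma 0 of the list's genes passed (unadjusted, 5 higher and 1 lower), 0 of them when adjusted over the list alone as well, and in 9 genes both hearts with block were above all intact hearts and in 1 below, where chance separates the groups in 13.3% of genes. The 15 tabulated genes of calcium handling, pumps, connexins and receptors had the same median (camera adjusted p = 0.157, and 0.429 with an estimated correlation). In a list of connexin and intercalated disc genes (12 of 13 measured, median 0.17, adjusted p = 0.254, and 0.675 with an estimated correlation), the desmosomal cadherin DSG2 had a fold of 2.00 (274 ± 76.1 against 531 ± 48.4, adjusted p = 0.419), CTNNB1 0.698 and VCL 1.32, and the list passed without animal 2 (adjusted p = 0.0313). A list of adrenergic signalling genes (16 of 22 measured, median 0.09) had an adjusted p of 0.386, and 0.675 with an estimated correlation, with folds of 1.40 for PDE4D and 1.37 for PDE5A.

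Table 4 names 44 genes, of which 41 were tested and 0 passed limma's adjusted threshold (unadjusted, 8 higher and 5 lower). The lowest adjusted p among them was 0.109. By fold alone, 7 of the 44 were at 2 or more (KCNJ2, CAMK1D, SERPINE2, FN1, THBS1, TNFRSF12A and ANKRD1) and 2 at 0.5 or less (IFI27 and TMEM14C). In 11 genes both hearts with block were above all intact hearts and in 4 below them.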

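By the study's rule, an averaged deposited signal of at least 500 in both groups and a ratio of at least 2 or at most 0.5, 31 probe sets were set apart, 7 higher and 24 lower with block. The 7 higher ones represent FN1 and THBS1, glycoproteins of the extracellular matrix (ratios 2.09 and 2.39), the protease inhibitor SERPINE2 (2.50), the cytokine receptor TNFRSF12A (2.54), the stress-responsive sarcomere protein ANKRD1 (2.09), the deubiquitinase OTUD1 (2.56) and the ribosomal protein RPL35A (3.09). In TNFRSF12A both animal 2 (1.77 times the intact average) and animal 8 (3.31) were raised, and in ANKRD1 likewise (1.75 and 2.42). In SERPINE2, THBS1 and FN1 animal 2 was at 1.00, 1.13 and 1.06 times the intact average and animal 8 at 3.99, 3.65 and 3.13. These ratios are of deposited signals, on which the array of animal 2 was the dimmest. On scaled signals animal 2 was at 1.59, 2.23 and 1.70 times the intact mean of log2 signals in these 3 genes, SERPINE2 on another, brighter probe set. A mean of log2 signals also weighs low intact values more. Scaled THBS1 read 1206 in animal 2, with an arithmetic mean of 702 in the intact hearts and 1339 in intact animal 12. OTUD1 was high in animal 8 alone (4.38, against 0.748 in animal 2) and RPL35A in animal 2 alone (5.41, against 0.778 in animal 8).

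Of the 24 lower probe sets 17 were assigned to a gene, with the lowest ratios for TMEM14C (0.294), C8ORF22 (0.369), IFI27 (0.381), lipoprotein lipase LPL (0.417), the mitochondrial channel VDAC3 (0.420), the defensin DEFB1 (0.436) and the fatty acid oxidation enzyme HADH (0.463). Ratios of deposited signals lean low, since the arrays of the hearts with block were dimmer on average. With folds from the authors' normalized values 7 probe sets were lower. Of these only TMEM14C, C8ORF22 and IFI27 were assigned to a gene, and LPL, VDAC3, DEFB1 and HADH did not pass. OTUD1, VDAC3 and HADH were named after their values were seen. Without animal 8 the rule set apart 108 probe sets, 1 higher and 107 lower, and on scaled signals 25, 19 higher and 6 lower. No error enters this rule. With limma, over all probe sets tested, 1 was higher and 4 were lower at an adjusted p under 0.05 (lowest 0.0361), and 1860 had an unadjusted p under 0.05, 817 higher and 1043 lower. The gene that rose was C6, a component of complement, and those that fell were ARGBP2, SLC16A7 and KIAA1754 (the remaining probe set has no assigned gene). Without animal 11, 12, 13 or 2 limma called 0 probe sets (unadjusted, 1480 to 2009), without animal 14 it called 2, and without animal 8 it called 4, none of them among these. In 18.1% of the probe sets tested the groups did not overlap.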

The raw gene expression levels between intact and chronic atrioventricular block monkey heart are shown in Supplementary Figure S1, indicating marked difference in some genes between the groups (Supplementary Figure S1, red points), which are listed in Table 4 (^#^). The histological findings in the chronic atrioventricular block monkey heart (Figure 6) were in accordance with increases in the expression levels of cardiac fibrosis-related genes, fibronectin 1(*FN1*) (Dobaczewski et al., 2010; Fan et al., 2012)*,* thrombospondin 1 (*THBS1*) (Rosini et al., 2018; Zhou et al., 2020) and serpin family E member 2 (*SERPINE2*) (Li et al., 2016); cardiac hypertrophy-related genes, TNF superfamily member 12 (*TNFSF12/TWEAK*) and TNF receptor superfamily member 12A (*TNFRSF12A/FN14*) (Méndez-Barbero et al., 2020); and a fibrosis-, hypertrophy- and apoptosis-related gene, ankyrin repeat domain 1 (*ANKRD1*) (Mikhailov and Torrado, 2008; Chen et al., 2014; Shen et al., 2015; Ling et al., 2017) (Supplementary Figure S1; Table 4). 

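TNFRSF12A, the receptor (FN14) of the cytokine TWEAK, had a signal of 532 ± 121 (SD, n = 4) in the intact hearts and of 1690 ± 387 (SD, n = 2) with block, a fold of 3.20. Its ligand TNFSF12 was at 119 ± 8.45 (SD, n = 4) and 128 ± 14.5 (SD, n = 2), a fold of 1.07. ANKRD1, a nuclear and sarcomeric protein of stretched myocytes, was at 2911 ± 1692 (SD, n = 4) and 7743 ± 136 (SD, n = 2), a fold of 3.11. Of the fibrosis-related genes, FN1 was at 1225 ± 476 and 3109 ± 1649 (fold 2.52), THBS1 at 702 ± 513 and 2051 ± 1195 (fold 3.46) and SERPINE2 at 1326 ± 244 and 3125 ± 1480 (fold 2.25, and 2.14 to 2.86 on its other tested probe sets). In these 3 genes animal 8 (4275, 2896 and 4172) was far above animal 2 (1943, 1206 and 2079). NPPB, which encodes the natriuretic peptide BNP, was Absent in all intact hearts and read 166 in animal 2 and 107 in animal 8, a fold of 10.3 and at least 2.88-fold higher.

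Over all probe sets limma gave log2 fold changes of 1.68 for TNFRSF12A (SE 0.243, adjusted p = 0.109; chromosome 20, from 3169028 to 3169598), 1.63 for ANKRD1 (SE 0.505, adjusted p = 0.468; chromosome 9, from 90442439 to 90443086) and 1.33 for FN1 (SE 0.419, adjusted p = 0.472; chromosome 12, from 79175758 to 79176290). For THBS1 (chromosome 7, from 17888531 to 17889287), SERPINE2 (no alignment given) and NPPB (chromosome 1, from 14960934 to 14962275) the adjusted p was 0.565, 0.351 and 0.351, and for TNFSF12 (chromosome 16, from 7283004 to 7283770) it was 0.911. Of the other genes of cardiac remodeling, NPPA had a fold of 5.88 with a wide spread (325 ± 349 against 1619 ± 1666, adjusted p = 0.588). It was 2.33 times the intact level in animal 2, which read below intact animal 12 (440.8 against 812.5), and 14.8 times in animal 8. ACTA1 had a fold of 1.36, and the probe sets assigned to MYH6 and MYH7 had folds of 1.23 and 0.782. The MYH6 and MYH7 probe sets overlap on chromosome 7 and read 12540 and 138.6 on average in the intact hearts. Which myosin each of them reads was not tested. The MYH7 one was above the intact level in animal 2 (1.34 times) and below it in animal 8 (0.457 times). The collagens COL1A1 and COL3A1 and the matrix protein POSTN had folds of 0.980, 1.42 and 1.07 (adjusted p 0.820 to 0.987), POSTN with 0.619 times the intact level in animal 2 and 1.84 times in animal 8.

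A list of 30 hypertrophy and fetal programme genes, 26 of them measured, lay above the other genes (median log2 fold change 0.25; animal 2 0.34, animal 8 0.24; camera adjusted p = 0.00177) and kept this call without each animal in turn. With an estimated correlation its adjusted p was 0.429. On this list intact animals 13 and 14 lay below animals 11 and 12 (median log2 difference -0.166), with ANKRD1 at 1126 and 1817 against 4516 and 4187. The list holds TNFRSF12A, TNFSF12 and ANKRD1 of Table 4, so it is not independent of the study's choice of genes. Of its genes 18 were above the intact level and 8 below, and adjusted over the list alone TNFRSF12A (adjusted p = 0.00194) and NPPB (0.0305) rose and 0 fell, NPPB not without animal 13 (0.0507), 14 (0.0602), 2 (0.0795) or 8 (0.134). An extracellular matrix and fibrosis list (44 of 52 measured, median 0.16, 31 above and 13 below) passed as well, with an adjusted p of 0.00191 and of 0.764 with an estimated correlation, but its median was 0.53 in animal 8 and -0.17 in animal 2, and without animal 8 the direction reversed (adjusted p = 0.806). Without animal 11 the adjusted p was 0.0592. Adjusted over the list alone, the genes that rose included CTGF (fold 3.94, 272 ± 94.0 against 1189 ± 846) and SERPINE2, each at 0.0482, and neither did without animal 11 (0.115), 14 (0.102) or 13 (0.0602). CTGF was at 2.27 times the intact level in animal 2 and 6.86 times in animal 8. Without animal 8 the log2 fold change fell from 1.98 to 1.18 in CTGF and from 1.17 to 0.665 in SERPINE2. In both genes this was the lowest value with any 1 animal left out, so both rises depend most on animal 8. This list holds FN1, THBS1 and SERPINE2 of Table 4, so it is not independent of the study's choice of genes. Fibroblast markers (median 0.30 in animal 8 and -0.18 in animal 2) and macrophage markers (0.82 and 0.11) also differed between these specimens.

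The 15 genes that the study picked on these hearts had a camera adjusted p of 0.0378 (14 measured, median 0.19), and of 0.429 with an estimated correlation. Since they were picked by their difference on these same arrays, a shift of this list is not independent evidence. Adjusted over the list alone, which is not independent evidence here, TNFRSF12A, SERPINE2, ANKRD1 and FN1 rose and TMEM14C and IFI27 fell, and TNFRSF12A kept the call without each animal in turn (adjusted p up to 0.0228). IFI27 lost it without animal 2 (0.0979), and without animal 8 ANKRD1 (0.147), FN1 (0.319), SERPINE2 and TMEM14C (0.103 each) lost it. ANKRD1 lost it also without animal 2 (also 0.0979) or 14 (0.0580) and FN1 without animal 11 (0.0509). The list's own call was lost without animal 8 (adjusted p = 0.493), 11 (0.0880) or 14 (0.0769). The paper sets the higher levels of its fibrosis- and hypertrophy-related genes beside the longitudinal hypertrophy of cardiomyocytes and the interstitial fibrosis seen in the same hearts (Figure 6), and states that histology and gene expression accord.

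**Figure D1:**
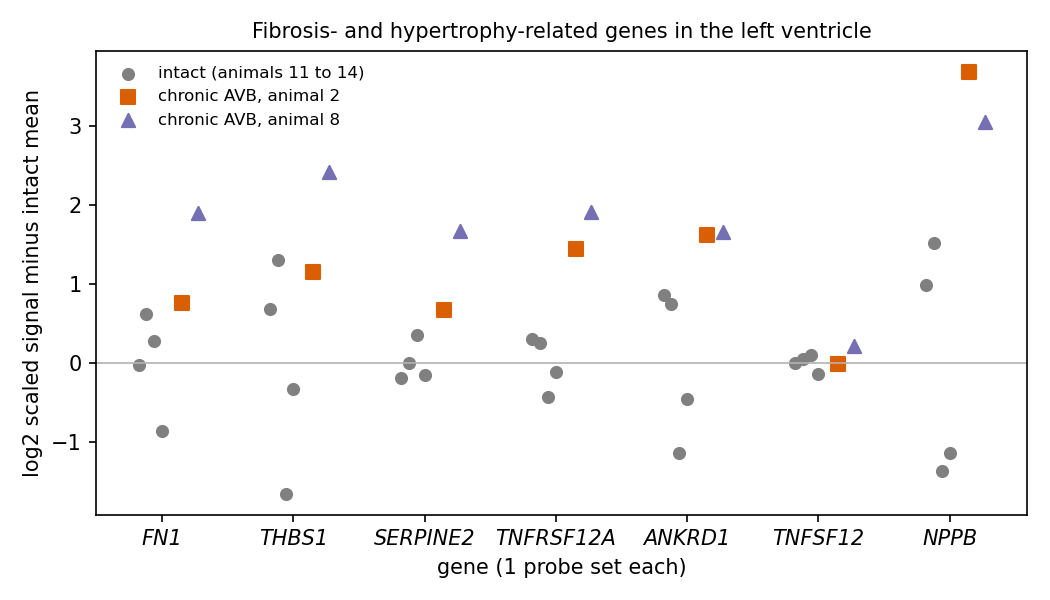
Log2 scaled signal minus the mean of the intact hearts for 7 genes, with each intact animal (11 to 14) as a gray circle, animal 2 as an orange square and animal 8 as a purple triangle. For FN1, SERPINE2, TNFRSF12A, ANKRD1 and NPPB both animals with block lie above every intact animal, for THBS1 and TNFSF12 they do not, and apart from NPPB the animals with block lie between -0.02 and 2.42.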

Meanwhile, the expression levels of IFN-stimulated cytokine genes; interferon alpha inducible protein 27 (*IFI27*) and interferon induced protein with tetratricopeptide repeats 2 (*IFIT2*) (Yang et al., 2017) decreased, indicating the absence of systemic inflammation at 8 months after the atrioventricular block. In addition, gene expression level of transmembrane protein 14C (*TMEM14C*) decreased, whereas that of ribosomal protein L35a (*RPL35A*) increased in the atrioventricular block heart.

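IFI27, an interferon-induced mitochondrial protein, had a signal of 2586 ± 755 (SD, n = 4) in the intact hearts and of 1218 ± 364 (SD, n = 2) with block, a fold of 0.474, with 960 in animal 2 and 1475 in animal 8. IFIT2, an interferon-induced inhibitor of translation, was at 68.1 ± 13.3 (SD, n = 4) and 87.7 ± 18.0 (SD, n = 2) on its brightest probe set, a fold of 1.29, and had a fold of 1.32 on another. A probe set that the annotation ties to IFIT2 but whose design names no gene, on chromosome 3 from 161072908 to 161089355, read 2534, 2926, 2182 and 2551 in the intact hearts and 645 and 2159 in animals 2 and 8, a fold of 0.466. The other interferon-induced genes with the largest differences went both ways: GBP2 had a fold of 0.513, IFI35 of 1.79 and EPSTI1 of 1.66, with GBP2 and EPSTI1 near background (5.25 to 25.6).

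IFI27 (chromosome 7, from 157341849 to 157346907) had a log2 fold change of -1.08 (SE 0.271, adjusted p = 0.369 from limma) and IFIT2 (chromosome 9, from 88887237 to 88887831) of 0.37 (SE 0.262, adjusted p = 0.748). The probe set on chromosome 3 had an adjusted p of 0.513. Of 31 measured interferon-stimulated genes of 41, 16 were above and 15 below the intact level, the median was 0.00, and by limma 0 passed over all probe sets and 0 when adjusted over the list alone (unadjusted, 1 higher and 1 lower; camera adjusted p = 0.957, and 0.960 with an estimated correlation). Among inflammatory genes, 14 of 29 were measured (camera adjusted p = 0.777, and 0.888 with an estimated correlation), 0 passed limma's test (unadjusted, 0 higher and 1 lower), and the median was -0.10 where the mean was 0.04. S100A8, a calcium-binding protein of neutrophils and monocytes, was at background, Present on 1 array of each group (0.967 to 20.1 in the intact hearts, 17.4 and 6.69 with block). NLRP3, with signals up to 50.7, had a fold of 1.55, IL8 of 0.663 (1.41 times the intact level in animal 2 and 0.312 times in animal 8) and OSMR of 0.665.

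Macrophage markers lay above the other genes (12 of 14 measured, 11 above the intact level, median log2 fold change 0.45, camera adjusted p = 0.00636), with CD163, a scavenger receptor, at 66.5 ± 16.4 (SD, n = 4) and 135 ± 52.0 (SD, n = 2), and folds of 1.85 for LYZ, 1.80 for C1QB and 1.52 for CD14. With an estimated correlation the adjusted p was 0.98, and without animal 8 it was 0.659. Of the markers of T and NK lymphocytes 4 were measured (median -0.25, adjusted p = 0.948, CD8A fold 1.94), and of those of B lymphocytes and plasma cells 3 (median -0.15, adjusted p = 0.946, IGJ fold 2.22). Blood was not measured on these arrays.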

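TMEM14C, a mitochondrial protein needed for heme synthesis, had a signal of 2687 ± 729 (SD, n = 4) in the intact hearts and 1378 and 749 in animals 2 and 8, a fold of 0.389, on its brightest probe set. That probe set has 2 alignments and is placed on chromosome 3 from 15801959 to 15802215, and which sequence it reads was not tested. On another probe set, on chromosome 4, the fold was 1.07, so a fall of TMEM14C rests on the brightest one. RPL35A, a protein of the large ribosomal subunit, was at 6250 ± 511 (SD, n = 4) and 6674 ± 135 (SD, n = 2) on its brightest probe set, which lies on chromosome X from 68274676 to 68275104, a fold of 1.07. A dimmer RPL35A probe set that overlaps it read 2113, 1527, 1250 and 1740 in the intact hearts, 13440 in animal 2 and 1436 in animal 8, a fold of 2.70. Of the other tabulated genes, LPL had a fold of 0.942 on its brightest probe set and of 0.574 on another, and DEFB1, SDF2 and USP14 had folds of 0.654, 1.22 and 1.02. The probe set designed for TPT1 was not called Present on any array, while a probe set that the annotation ties to TPT1, with a design naming another gene, was Present on all of them and had a fold of 0.671 (adjusted p = 0.648).

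TMEM14C had a log2 fold change of -1.36 (SE 0.305, adjusted p = 0.347 from limma). For RPL35A the adjusted p was 0.879 on the brightest probe set and 0.640 on the dimmer one, and it was 0.930 for LPL, 0.794 for DEFB1, 0.681 for SDF2 and 0.972 for USP14. Of 75 ribosomal protein genes 62 were measured, 32 above and 30 below the intact level, with a median log2 fold change of 0.03, a mean of -0.03 and a camera adjusted p of 0.909 (0.960 with an estimated correlation). By limma 0 of them passed (unadjusted, 0 higher and 3 lower). RPL37 was at 1930 ± 234 (SD, n = 4) and 1187 ± 1.19 (SD, n = 2), a fold of 0.619 (adjusted p = 0.351), and RPS26 had a fold of 0.752.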

## Discussion

We investigated the time course of pathological remodeling in the monkey hearts against atrioventricular block for the first time. *dl*-Sotalol induced ventricular arrhythmias by 2 months in 8 out of 10 animals (Table 3), indicating that “the trigger” leading to the onset of TdP was developed in their hearts within that period, which was in parallel with the time course of changes in the echocardiographic variables. However, contrary to our expectation based on previous knowledge from the canine model, in which the pathological remodeling completed within 4 weeks (Sugiyama 2008; Loen et al., 2022), the remodeling speed was much slower in the monkeys than in the dogs when the development of I_Kr_ inhibitor-induced TdP was used as a marker for completion of remodeling. Indeed, TdP was induced by *dl*-sotalol challenge in 6 out of 10 monkeys by 15 months after the atrioventricular block. Meanwhile, moxifloxacin or vehicle did not induce TdP in the animals (#2, #3 and #8), in which *dl*-sotalol did it, indicating that the monkey model may have enough sensitivity and specificity for assessing the torsadogenic potential of drug candidates.

### Morphological adaptation in the atrioventricular block monkey hearts

LVIDd, LAD, and cardiothoracic ratio increased shortly after atrioventricular block, followed by increases in LVIDs, LVPWd and IVSd (Figure 2). These observations indicate that the atrioventricular block can induce dilation of the ventricles and atria along with hypertrophy of the ventricular wall. In addition to these macroscopic changes, hypertrophy of the ventricular cardiomyocytes along with interstitial fibrosis was observed in the atrioventricular block hearts (Figure 6) of two animals having developed ≥3 times of TdP by 7 months after atrioventricular block (#2 and #8 in Table 2). Moreover, these histological findings could be partly supported by changes in the gene expression levels (Table 4).

### Functional responses in the cardiovascular system

Atrioventricular block reduced the ventricular rate (Figures 3, 4) and CO (Figure 2), but EF and SV increased, and the CO was gradually restored (Figure 2). Contrary to the canine models (Takahara et al., 2004; Takahara et al., 2007), systolic as well as diastolic blood pressure of the monkey model was equal to or lower than that before atrioventricular block (Pre) in conscious state (Figure 3) and under anesthesia (Figure 4). This observation could be partly explained by the 2-fold faster idioventricular automaticity rate in the monkey model than that in the canine one (Sugiyama et al., 2002a; Takahara et al., 2004; Loen et al., 2022), enabling the monkey heart to maintain the cardiac output within the physiological range, which may have hardly enhanced the sympathetic tone. Thus, the lack of increase in the afterload to the left ventricle might have slowed the atrioventricular block-induced pathological remodeling in the monkey heart.

### Neurohumoral responses

Holzgrefe et al. (2014) reported that the sinus rate in cynomolgus monkey in conscious state ranged from 77 to 250 bpm with telemetry system, indicating that the sinus rate of 231 ± 8 bpm in this study was relatively high. The plasma adrenaline level before the atrioventricular block was also high as shown in Figure 5, suggesting the presence of stress-induced increase of sympathetic tone. For example, the mounting of Holter electrocardiogram recorder without pharmacological sedation may have induced the stress to increase both of sinus and ventricular rates (Figure 3).

Atrioventricular block increased plasma dopamine level (Figure 5A), which was still within the physiological range of non-human primate (<50 pg/mL) (Udelsman et al., 1987). Meanwhile, atrioventricular block did not increase plasma noradrenaline or adrenaline level (Figures 5B, C), which was in the range of those reported for the intact monkeys that were 2.6–14.28 and .6–5.36 ng/mL, respectively (Mangan and Mason, 1958). Renin activity before the atrioventricular block was comparable to that in the intact monkeys; 9.1 ± 1.4 and 10.5 ± 1.7 ng/mL·h (Lenz et al., 1991) (Figure 5D), which tended to increase without attaining statistical significance after the atrioventricular block. These neurohumoral responses indicate that sympathetic tone may be hardly altered by the atrioventricular block, which was supported by the decrease of the blood pressure in conscious state (Figure 3) as well as under anesthesia (Figure 4). Angiotensin II was gradually elevated (Figure 5E), which exceeded the value of intact monkeys (29 ± 5.7 pg/mL) (Lenz et al., 1991) from 8 months. Plasma aldosterone concentration gradually increased (Figure 5F), and reached higher level than normal range of monkeys (10–20 ng/dL) (Lenz et al., 1991). Thus, increases in angiotensin II and aldosterone may partly contribute to progression of hypertrophy and fibrosis in the atrioventricular block heart (Bauersachs and López-Andrés, 2022; Watkins et al., 2012; Weber et al., 2013), increasing TdP susceptibility. ANP level increased for 1–15 months (Figure 5G), which was greater than that in intact cynomolgus monkeys (25.63 ± 18.62 pg/mL) (Pai et al., 2021) and comparable to that in the canine model (88 ± 18 pg/mL) (Takahara et al., 2007), indicating the presence of stretch of the atria of the atrioventricular block heart, which was in accordance with an increase of LAD (Figure 2A). Meanwhile, BNP level was not elevated and was much lower than that of the canine model (43 ± 10 pg/mL) (Takahara et al., 2007), suggesting lack of significant stretch of the ventricle after the atrioventricular block, which can be partly brought by relatively faster idioventricular rate and lower blood pressure compared with those in the canine model. The ANP level transiently returned to the basal level at 6 months, and gradually increased during the experimental period. The secretion of ANP is generally increased by stretch of atrial wall, which could be estimated by LAD. It should be noted that the LAD peaked at 2 months in this study, which preceded the peak of ANP by 1 month (Figure 2). Also, angiotensin II and aldosterone levels showed a similar time course to ANP. These findings indicate that compensatory neurohumoral responses may accelerate at 6 months after atrioventricular block in the monkey model.

### Electrocardiographic changes in the atrioventricular block monkey hearts

In conscious state, the QRS width was mildly prolonged after the onset of atrioventricular block (Figures 3B, D) possibly due to the pacemaker shift from sinus node to idioventricular automaticity derived from Purkinje fibers (Sugiyama et al., 2002b), which would have altered the order of ventricular depolarization as well as repolarization, secondarily prolonging the QT interval. The QRS width prolonged for 3–6 months and at 10 months and JT interval was prolonged at 7 months compared to 1 month (Figure 3). Prolonged QRS width reflected the increased fibrosis among the cardiomyocytes as well as the enlarged and hypertrophied heart. Mild and gradual prolongation of JT interval can be partly associated with upregulation of *CACNA1D* mRNA level (Table 4), suggesting that an inward cation current might be increased in the *in vivo* heart as discussed below. Thus, the QT interval prolongation consisted of lengthening of the QRS width and JT interval under the lower ventricular rates in conscious state (Figure 3).

*CACNA1D* codes low voltage-activated L-type Ca^2+^ channel Ca_V_1.3, which has been reported to be expressed in the supraventricular tissue of the normal adult heart, including the atria, sinoatrial and atrioventricular nodes (Mangoni et al., 2003; Baig et al., 2011; Zhang et al., 2011). Since Ca_V_1.3 has been reported to be expressed in the left ventricles of failing human heart (Srivastava et al., 2020), increase in gene expression level of *CACNA1D* in this study might reflect the pathological remodeling in the atrioventricular block heart. Moreover, Ca_V_1.3 has been reported to show slow voltage-dependent inactivation process (Platzer et al., 2000), increase of which could have partly contributed to the prolongation of JT interval (Figure 3).

Under anesthetic condition, the JT interval, QT interval and QTcF was longer in the animals exerting larger number of TdP (Figure 4), which was not observed in conscious state (Figure 3). These findings indicate that the chronic atrioventricular block could have more greatly reduced the magnitude of repolarization reserve in those animals, which might explain the delay in ventricular repolarization under anesthesia, since ketamine has been reported to inhibit I_Kr_, I_K1_ and I_to_ in cardiomyocytes (Endou et al., 1992; Zhang et al., 2013). It should be noted that QTcB and QTcF were shortened at 1 month compared with basal values before the production of atrioventricular block (Figures 3D, 4D). The gene expression level of *KCNJ2,* an inwardly-rectifying potassium channels Kir2.1, increased when measured at 8 months (Table 4), which might be at least in part associated with the shortening of corrected QT intervals at 1 month. On the contrary, no significant reduction in mRNA levels of various cardiac K^+^ channel subunits was observed by 8 months (Table 4) unlike in the canine models (Takahara et al., 2011), which might partly explain why it takes so long to complete the model. Along with cardiohemodynamic and neurohumoral responses, these observations suggest that additional manipulation to increase the ventricular load (use of midodrine or droxidopa to increase the afterload), and/or to reduce the ventricular rate (use of ivabradine or zatebadine to suppress HCN channels) would shorten the time to complete the model and improve the success rate. While cardiac remodeling could be completed by 1 month to induce drug-induced TdP after the production of atrioventricular block in most of the dogs (Sugiyama 2008), the repolarization reserve was diminished in only 4 out of 10 cynomolgus monkeys by 1 month (Figures 4C, D). Thus, those may partly depend on the difference in the blood pressure and ventricular rate between dogs and monkeys after the atrioventricular block.

### Potential mechanisms for spontaneous termination of TdP

In the chronic atrioventricular block monkey heart, each of the *dl*-sotalol-induced TdP spontaneously terminated, which is consistent with that reported for the acute atrioventricular block rabbit model (Hagiwara et al., 2017); however, in the chronic atrioventricular block canine model, most of TdP degenerated into ventricular fibrillation (Sugiyama, 2008; Smoczynska et al., 2019). In order to better understand underlying mechanism for spontaneous termination of TdP, we calculated “effective size of the heart (*I*)” for spiral rotation (Panfilov, 2006) using the formula: *I* = $\frac{\sqrt[{3}]{left\;ventriclar\;wall\;mass}}{period\;of\;spiral\;wave\;rotation}$ . The number of turns of a spiral in a given tissue depends on the ratio of tissue size to wavelength of a reentrant wave (Panfilov, 1999; Panfilov, 2006). The left ventricular wall mass was calculated using IVSd, LVPWTd and LVIDd of the echocardiography, which was 11.4 g for the chronic atrioventricular block monkey heart at 7 months (Figure 2), 75.4 g for the chronic atrioventricular block canine heart (Takahara et al., 2007), 179.3 g for the normal human adult heart (Feigenbaum, 1986) and 3.6 g for the intact male New Zealand white rabbit heart (Fontes-Sousa et al., 2006). Meanwhile, the frequency of TdP wave for those was estimated to be 2–5 Hz for the chronic atrioventricular block monkey heart (Goto et al., 2020a; Goto et al., 2020b; Goto et al., 2021), 5–6 Hz for the chronic atrioventricular block canine heart (Izumi-Nakaseko et al., 2017; Goto et al., 2018; Goto et al., 2019a; Goto et al., 2019b), 3–4.5 Hz for the human adult heart (Rosso et al., 2021) and 3–6 Hz for the acute atrioventricular block rabbit heart (Hagiwara et al., 2017), respectively. As a results, *I* was calculated to be 4.5–11.2 for the chronic atrioventricular block monkey heart, 21.1–25.3 for the chronic atrioventricular block canine heart, 17.2–25.4 for the normal human adult heart and 4.6–9.2 for the intact male New Zealand white rabbit heart. Thus, the termination of TdP may largely depend on the effective size of the heart for spiral rotation; namely, the smaller effective size will enhance the spontaneous termination of TdP.

### Limitation

First, the histological analysis and gene expression pattern obtained from two chronic atrioventricular block monkeys were not quantitative but qualitative observation because of the low sampling number due to 3R’s rule and lack of quantitative PCR. Second, further histological study in the chronic atrioventricular block hearts without TdP, and neurohumoral control data of intact animals might identify the additional conditions required to complete the pathological remodeling as a proarrhythmia model. Third, transmural mRNA expression level from endo-to epicardial myocardium should be analyzed to examine the proarrhythmic substrate of chronic atrioventricular block heart. Fourth, we qualitatively evaluated the gene expression changes, but did not quantitatively correlate them with QRS width/QT interval/QTcF changes. Fifth, we did not assess the time course of ANP during the initial 4 weeks after the onset of atrioventricular block, suggesting that we might have missed another peak of ANP.

## Conclusion

While previously described advantages of the monkey model were confirmed (Goto et al., 2020a; Goto et al., 2020b; Goto et al., 2021; Goto et al., 2022), we found that it took several months for the monkey heart to complete the pathological remodeling after the onset of atrioventricular block, that the success rate of the model creation was not so great as that of the canine model, and that reduction of ventricular repolarization reserve may play a pivotal role for the model to complete the remodeling process. Current findings would provide a fundamental knowledge for better utilizing the chronic atrioventricular block monkeys as a proarrhythmia model for detecting drug-induced TdP.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE199943.

# Supplementary material for: Characterization of pathological remodeling in the chronic atrioventricular block cynomolgus monkey heart
**Source:** Front Pharmacol. 2023 Jan 19;14:1055031. doi: 10.3389/fphar.2023.1055031
**Supplement:** Supplementary file 5

**Supplementary information**

**Table S1.** Durations of *dl*-solalol-induced torsade de pointes (TdP) observed in the animals #2, #3, #8 and #10.

**Table S2A.** Changes of hematological and biochemical factors in plasma

**Table S2B.** Changes of hematological and biochemical factors in plasma (*Continued*)

**Figure S1**. The comparison of averaged raw gene expression levels in the left ventricle between intact monkeys (n=4) and chronic atrioventricular block (CAVB) ones (n=2). (A) Information of the raw gene expression levels in the range of 5,000-20,000 was described. (B) Information of the raw gene expression levels in the range of 500-5,000 was depicted. The genes identified as functional proteins with ≥2 or ≤0.5-fold differences between the groups were shown in red (see Table 3); those identified as functional proteins with 1.5-2 or 0.5-0.7-fold differences between the groups were done in pink; and those not identified as functional proteins with ≥1.5 or ≤0.7 -fold differences between the groups were done in gray. Areas with light blue between the dotted lines indicate the raw gene expression levels of ≥500 in each group and raw gene expression ratio of CAVB monkeys to intact ones with ≥2 or ≤0.5.

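In the brightest range, with averaged deposited signals of at least 5000 in both groups, none of the 163 probe sets reached a ratio of 2 or 0.5. Among them are those of ATP2A2, CASQ2 and PLN of calcium handling, of ACTA1 and TNNT2 of the sarcomere, and the one assigned to the myosin MYH6. In all, 2315 probe sets had averaged deposited signals of at least 500 in both groups. Of these, 17 had ratios from 1.5 to 2 and 434 from 0.5 to 0.7. The median ratio was 0.810, and 87.2% of ratios were below 1. All 7 probe sets at 2 or more were assigned to a gene.

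On signals scaled to a common trimmed mean, an alternative chosen after the values were seen, 2541 probe sets were bright enough, the median ratio was 1.03 and 44.0% of ratios were below 1. Of these, 72 were at 1.5 to 2 and 73 at 0.5 to 0.7, and 12 of the probe sets past the 2-fold rule were shared with the deposited signals. Folds from the authors' normalized columns, applied to the same 2315 probe sets, gave 32 at 2 or more and 7 at 0.5 or less, 1 of them among the 163 in the brightest range.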

How the deposited data were processed for this re-analysis (not part of the article)

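Left ventricular tissue of 4 intact cynomolgus monkeys and of 2 monkeys with chronic atrioventricular block was measured on 1 Affymetrix Rhesus Macaque Genome Array per animal. The authors extracted the signals with the MAS5 algorithm (its version is not given in the sources used here) and gathered them in GeneSpring GX. For each probe set and array the deposited workbook holds a MAS5 signal (intensity on a linear scale, with a smallest value of 1), a detection call, a detection p-value (not adjusted) and a normalized value (log2). The authors' normalized value is the log2 signal minus the array's median and minus the probe set's median over the intact arrays, which was checked by rebuilding it from the signals. A second deposited table holds the same intensity values, with 1 probe set more. The workbook's 6 columns of probe pairs used were not used here.

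The signals of the arrays were not at a common level, so each array was multiplied to a common 2% trimmed mean, and log2 was taken. Probe sets called Present on at least 2 of the 6 arrays were tested and control probe sets left out. The arrays' number and their signal over background limit the precision, with between 36.0% and 39.7% of probe sets Present on an array. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a variance trend), 2-sided, with Benjamini-Hochberg adjustment over the probe sets tested and a threshold of 0.05 on the adjusted p. Tables were read with pandas 2.3.3 in Python 3.11.15 and the plot was drawn with matplotlib 3.10.9. Exact permutation tests over the 15 splits of 6 arrays into 4 and 2 were used for single measures per array.

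Of the probe sets, 38391 were assigned to 1 gene (18003 genes), 31497 by the gene name in the probe set's design and 6894 by the annotation's symbol. A symbol tied to Entrez Gene equaled the design name in 5330 of 6244 probe sets that had both, and a symbol tied only to a UniGene cluster in 7 of 732. For this reason the design name was used where they differed in the latter way, a choice made after values had been seen. The annotation's symbols were run as an alternative. Probe sets that name several genes (149) or conflicting ones (142) were not assigned.

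The genes named in the text were chosen by a rule. It takes every gene that the paper names as measured, whose folds in Table 4 had been seen when the rule was written. It adds 10 genes in each direction by test result, with groups that do not overlap and Present calls throughout the higher group, filled by lowest p among 2-fold changes where fewer than 10 passed. From each list it takes up to 4 members with the largest change. It also names 13 genes of remodeling, natriuretic peptides and channels chosen beforehand. Y-linked and X-inactivation genes are not named, and the results of some genes that the rule selects are not reported here.

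The gene lists cover the tabulated ion channels, the tabulated calcium handling, pump, connexin and receptor genes, the genes the study picked on these arrays, potassium channel subunits, sodium, calcium and pacemaker channels, calcium handling, connexins and intercalated disc, extracellular matrix and fibrosis, hypertrophy, interferon response, inflammation, ribosomal proteins, fatty acid oxidation, oxidative phosphorylation, glycolysis, the renin-angiotensin-aldosterone system, adrenergic signalling, the immediate early response, heat shock and unfolded protein response, apoptosis and the cell cycle. The cell type lists hold markers of the cells that a transmural specimen could contain. Lists were tested with limma's camera, with a preset and with an estimated correlation, and with fry, each adjusted over the lists of its kind.

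The steps were tested on simulated data with 200 changed probe sets per size of change. At changes of 1.5, 2, 4 and 8 times, limma recovered 0%, 8%, 73.5% and 93.5% of them, and called 0, 2, 8 and 8 unchanged probe sets. With no change simulated it called 1. All 10 lists shifted 1.5-fold were recovered, and 0 of 20 others were called. Every probe set was simulated independently, with no correlation within a list. In the data the estimated correlation was 0.603 for extracellular matrix and fibrosis genes and 0.507 for macrophage markers. The simulation therefore cannot give the rate of false calls of camera on such lists.

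The alternatives were other scalings (quantile, 75th percentile, median of probe sets Present throughout, the authors' normalized columns), an offset of 32, a floor of 100, no filter or Present on all arrays, eBayes without a trend or robust, array weights, the mean of a gene's probe sets, a ratio of arithmetic means, other limits of the study's 2-fold rule, and leaving out each animal in turn.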

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

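In this part, the gene names as annotated, 1 of the alternatives in the range for ARGBP2, and the form of the “at least” folds were chosen after the results had been seen. A value was listed where 1 intact animal was far from the other 3 or where a gene that the paper does not tabulate was set apart from the intact hearts.

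Of 80 groups of 4 intact values, 2 held a value far from the others, and chance gives about 1 in 20. KCNQ1 read 64.8 in animal 12 and between 90.7 and 96.9 in the other intact animals. TSPAN2, a tetraspanin, read 32.1 in animal 14 and between 36.5 and 37.4 in the others. No explanation was tested for either.

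Among genes outside those the paper tabulates, C6, a component of the complement's membrane attack complex, had a fold of 24.9 with block and was at least 12.6-fold higher. It was Absent in all intact hearts (15.9 ± 9.12, SD, n = 4) and read 346.9 and 343.5 in animals 2 and 8 (chromosome 6, from 41003719 to 41004348; log2 fold change 4.64, SE 0.513, adjusted p = 0.0409 from limma). Its adjusted p was above 0.05 without animal 11 (0.102), 12 (0.0568), 13 (0.161), 2 (0.194) or 8 (0.143), and 0.0395 without animal 14. ARGBP2, an adaptor protein of the sarcomere's Z-disc, had a fold of 0.213 (871 ± 207 against 182 ± 23.1; SD, n = 4 and 2; chromosome 5, from 177678738 to 177703982). Its log2 fold change was -2.23 on this probe set and -0.16 as the mean of its probe sets (adjusted p = 0.81, with 0.0219 to 0.81 over its 18 alternatives). SLC16A7, a monocarboxylate transporter, had a fold of 0.370 (1014 ± 74.1 against 374 ± 4.89; chromosome 11, from 56917305 to 56918030) and KIAA1754 one of 0.265 (307 ± 43.6 against 81.3 ± 12.7; chromosome 9, from 104015386 to 104015857). The adjusted p of these 3 genes was 0.0361, and it was above 0.05 without any 1 of the 6 animals (0.0696 to 0.194 for ARGBP2, 0.0769 to 0.192 for SLC16A7 and 0.0769 to 0.194 for KIAA1754). A probe set with no assigned gene on chromosome 20 had a fold of 0.268 at the same adjusted p.

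SERPINA3, the protease inhibitor alpha-1-antichymotrypsin, had a fold of 9.40 and was at least 4.24-fold higher (28.1 ± 8.01 against 288 ± 188, adjusted p = 0.0791), with 15.5 times the intact level in animal 2 and 5.71 times in animal 8. TSPAN2 had a fold of 3.09 and was at least 2.67-fold higher (35.8 ± 2.51 against 111 ± 15.6, adjusted p = 0.104), and NPPB, the natriuretic peptide gene reported with the hypertrophy genes, had a fold of 10.3 and was at least 2.88-fold higher. None of these passed limma's threshold over all probe sets. All of them were Absent in every intact heart and Present in both hearts with block, and the paper does not report their transcripts. For BNP, the peptide that NPPB encodes, the paper reports that the plasma level was not elevated after the block, and proposes that the ventricle was not much stretched. Those levels are means over the animals with block, without animals 2 and 8 from the month when their hearts were taken. Transcript and plasma peptide were thus not compared in the same samples.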

How the results depend on the processing

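The gene names as annotated, the level trend used with the authors' normalized columns, the scaled and normalized folds of the study's rule and all alternatives for the cell type lists were chosen after the data had been seen. When animal 2 or 8 is left out, the remaining heart with block is assumed to vary like the intact ones.

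The 5 probe sets called by limma became 0 with quantile normalization (lowest adjusted p 0.0525), with the authors' normalized columns (0.791, and 0.0567 with the level trend), without a trend (0.0505) and with array weights (0.0537), at 1873, 1372, 1610, 1759 and 1652 unadjusted. They became 8 with an offset of 32, with all 5 shared, and 0 to 4 with 1 animal left out. Other settings gave 5 to 7, with a single shared probe set at the floor of 100. Signal over background limits the size of the change in C6, which was Absent in the intact hearts and had a log2 fold change of 1.79 at that floor, while that of ARGBP2 stayed at -2.23 there and its adjusted p was 0.25. ARGBP2 reversed to 0.43 with the names as annotated, where another probe set represents it. Of the 20 genes taken by test result, 13 were left when Present calls on all arrays were required, since fewer genes were tested, and 15 to 20 otherwise. The count of Table 4 genes changed at least 2-fold (9) stayed between 6 and 11 throughout.

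Of the gene lists, 7 passed camera and 0 passed with an estimated correlation or with fry for a shift in one direction, and 2 to 7 with 1 animal left out. The extracellular matrix and fibrosis list and the immediate early list had their lowest adjusted p without animal 2 and their highest without animal 8, where the direction of both reversed. For oxidative phosphorylation it ran from 8.95e-06 (without animal 2, downward) to 0.894 (without animal 11), and without animal 8 the list passed upward (0.036). For change in either direction, fry passed potassium channels (0.00280), calcium handling (0.00521), hypertrophy (0.0345), the tabulated calcium handling, pump, connexin and receptor genes (0.0348), heat shock (0.0413), the genes the study picked (0.0437) and smooth muscle markers (0.0196). Of the cell type lists, 2 passed camera and 0 passed with an estimated correlation or fry in one direction, 1 with quantile normalization or the floor of 100 (cardiomyocyte markers at 0.971 and macrophage markers at 0.0617), and 1 to 2 with 1 animal left out.

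Over 20 alternatives each, the adjusted p ran from 0.000587 to 0.429 for hypertrophy genes (18 passing), from 5.6e-13 to 0.806 for extracellular matrix and fibrosis and from 3.58e-11 to 0.865 for immediate early genes (16 passing each), from 8.53e-06 to 0.937 for fatty acid oxidation (16), from 0.00686 to 0.429 for calcium handling (15), from 0.00155 to 0.486 for the cell cycle (13) and from 0.0153 to 0.493 for the genes the study picked (9). For cardiomyocyte and macrophage markers it ran from 2.53e-05 and 1.25e-05 to 0.98 (16 passing each). Of the lists that did not pass, oxidative phosphorylation passed under 3 alternatives (8.95e-06 to 0.951), and connexins (0.0313 to 0.979), fibroblast (0.00592 to 0.997) and smooth muscle markers (0.0139 to 0.98) under 1 each.

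The study's 2-fold rule gave 31 probe sets, and 122 at a minimum of 200, 14 at 1000, 610 with Present calls in place of the minimum, and 341 at a 1.5-fold threshold. With 1 animal left out it gave 27 to 108. Scaled signals gave 25, quantile normalization 22, geometric means 26 and the normalized folds 39. On scaled signals the counts went from 7 higher and 24 lower to 19 higher and 6 lower, and the median ratio from 0.810 to 1.03. Part of the lower ones thus came from the unequal level of the arrays. Apart from this and from the filters and thresholds, which change what is counted by construction, the cause was not tested.

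Of 181 genes compared, 0 to 3 changed direction under another scaling, variance model or treatment of low signals, 7 of 177 with the mean of probe sets and 8 of 179 with the names as annotated. Leaving out an intact animal changed the direction of 3 to 8, leaving out animal 2 that of 16 and animal 8 that of 21.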

Differences from the paper's values

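Table 4 gives 47 folds. The probe sets that represent CACNA1D and TPT1 here were Present on no array, so these 2 genes were not compared on them. A dimmer CACNA1D probe set and a probe set that the annotation ties to TPT1 match the paper's folds within 0.01. Of the other 45 folds, 35 lie within 1.5 times the value here and 30 within 0.01 of it. Of the 47, 44 are matched within 0.01 by a probe set that carries the gene's name in its design or its annotation. The 10 listings that differ are given first. Folds that the paper prints under 1 are set side by side in percent of the intact level. A value that comes close under the names as annotated does so under an alternative chosen after the values were seen.

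The paper's level of KCNJ5 is 60% of the intact one and the value here 97.0%. It is 76.6% with the mean of all tested probe sets, the only alternative set before the data were examined under which the difference closes. For KCNMB4 the paper's value is 2.04 and the value here 1.30. The mean of its tested probe sets, of which there is 1, gives 2.04, leaving out animal 11 gives 1.40 and leaving out animal 2 gives 1.75, and no other alternative set beforehand closes the difference. For CACNA1C the paper's level is 99% and the value here 62.1%. Of the alternatives set beforehand, leaving out animal 14 (70.1%) or animal 8 (85.7%) closes it. The floor of 100 (100.0%) and the offset of 32 (87.0%) do so by construction, since every signal of this gene, from 7.60 to 24.3, lies under both, and they bear no weight here. For LPL the paper's level is 57% and the value here 94.2%, and only the mean of all tested probe sets closes it (73.5%).

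For TNFSF12 the paper's value is 2.44 and the value here 1.07, and no setting that was run closes the difference. The same holds for SDF2, where the paper's level is 60% of the intact one and the value here 122%. For RPL35A the paper's value is 2.70 and the value here 1.07. The mean of all tested probe sets gives 1.70, which still differs, and no other alternative set beforehand comes closer. A second RPL35A probe set has the fold 2.70.

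For IFIT2 the paper's level is 47% of the intact one and the value here 129%, and no alternative set beforehand closes the difference. With the names as annotated it is 46.6%. For USP14 the paper's values are 1.74 and 1.73 and the value here is 1.02, and again no alternative set beforehand closes the difference. With the names as annotated it is 1.73, from a probe set designed for the hemoglobin gene HBB. That alternative drops none of the 9 genes of Table 4 that changed at least 2-fold here and adds 1, and it assigns no probe set to GJA1.

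The paper states that CACNA1D, KCNJ2, CAMK1D and KCNMB4 increased. Here none of them passed limma's threshold, and by fold KCNJ2 (2.00), CAMK1D (2.06) and the tested probe sets of CACNA1D (3.39) and KCNMB4 (2.04) lie above the mean of the intact hearts, whereas the brightest KCNMB4 probe set had a fold of 1.30. It states that TNFSF12 and RPL35A increased and that IFIT2 decreased, and the values here are those above. Of its other genes of fibrosis, hypertrophy and interferon response, FN1 (2.52), THBS1 (3.46), SERPINE2 (2.25), TNFRSF12A (3.20), ANKRD1 (3.11) and IFI27 (0.474) lie on the stated side of the intact hearts, and adjusted over the genes that the study picked on these same arrays, which is not independent evidence, TNFRSF12A, SERPINE2, ANKRD1, FN1, IFI27 and TMEM14C passed. Adjusted over the functional list that holds them, TNFRSF12A, SERPINE2 and KCNJ2 passed, and ANKRD1 (0.0591), FN1 (0.101), IFI27 (0.104) and THBS1 (0.168) did not. These lists were written with Table 4 seen, so these calls too are not independent evidence. THBS1 did not pass over the genes the study picked either (0.0688).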

Other observations

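The tests of a rise of the CACNA1D transcript, of an immediate early response and of other splits of the arrays for limma's calls were chosen after the results they bear on had been seen, as was the form of the “at least” folds.

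Beyond the genes that passed limma's test, the lowest p among those changed at least 2-fold belonged, upward, to genes that include KIAA1919 (fold 4.27, 52.6 ± 8.65 against 226 ± 59.3; SD, n = 4 and 2; adjusted p = 0.0572), the microtubule protein MAP1B (2.71, adjusted p = 0.109), VMP1, which serves autophagy (3.80), SUPT3H (10.5, with 19.9 times the intact level in animal 2 and 5.57 times in animal 8) and the lysophosphatidic acid receptor EDG7 (7.65). Downward they were C8ORF22 (0.474, 2045 ± 99.9 against 968 ± 11.4, adjusted p = 0.0791), BCAR3 (0.462, adjusted p = 0.109), INSIG1, a regulator of sterol synthesis (0.321), SH3BP5 (0.347), C9ORF59 (0.454), PTGDS (0.0988) and CAST, the inhibitor of calpain (0.140, at least 3.40-fold lower, 44.6 ± 21.3 against 5.91 ± 2.40). None of these passed, with adjusted p up to 0.236.

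Fatty acid oxidation genes lay below the other genes (26 of 30 measured, 18 of them lower, median log2 fold change -0.19, camera adjusted p = 0.0108, and 0.527 with an estimated correlation). The most changed were PPARGC1A, the coactivator of mitochondrial genes (fold 0.661), ETFA (0.678), ACADVL (0.679) and ACSL1 (0.690). The median was -0.30 in animal 8 and -0.01 in animal 2, and the call was lost without animal 8 (0.937) or animal 11 (0.0840). Oxidative phosphorylation genes (44 of 46 measured, median -0.06) had an adjusted p of 0.388, and 0.951 with an estimated correlation. They passed downward with quantile normalization (0.0016) and without animal 2 (8.95e-06), and upward without animal 8 (0.036). Their most changed members were COX6B1 (0.594, Absent in both hearts with block and at least 1.08-fold lower), NDUFA2 (0.717), ATP5B (0.758) and NDUFB5 (0.816). Glycolysis genes (20 of 23, median -0.00) had an adjusted p of 0.763, and 0.951 with an estimated correlation, with folds of 1.54 for HK2, 0.680 for PFKFB2, 0.702 for the glucose transporter SLC2A4 and 0.708 for ALDOC.

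Immediate early genes lay above the other genes (27 measured, 19 of them higher, median 0.32, camera adjusted p = 0.00433, and 0.675 with an estimated correlation). Adjusted over the list alone, ATF3 (fold 8.29, 179 ± 182 against 1171 ± 667) and IER3 (2.20, 99.0 ± 18.7 against 223 ± 83.2) rose, each at 0.0332. ATF3 was at 5.41 times the intact level in animal 2 and 12.7 times in animal 8. FOS, NR4A3 and CYR61 had folds of 3.83, 2.54 and 2.24, with 1.04, 1.79 and 1.35 times the intact level in animal 2 and 14.2, 3.61 and 3.71 times in animal 8. Without animal 8 the direction of the list reversed (adjusted p = 0.865), and without animal 11 its adjusted p was 0.0880. ATF3 lost its call without animal 11 (0.0876), 12 (0.0595), 13 (0.0728) or 8 (0.164), and IER3 without any animal but 8 (0.0539 to 0.0918). Cell cycle genes (15 of 20 measured, 12 of them higher, median 0.44) had an adjusted p of 0.0108, and 0.429 with an estimated correlation, with folds of 2.91 for TYMS (21.0 ± 9.91 against 55.9 ± 6.78), 2.87 for CCNB2, 2.39 for RRM2 and 1.58 for CCNB1. These signals are near background, and the call was lost with a floor of 100 (0.486), with Present calls on all arrays (0.0988) and without animal 11 (0.0592), 2 (0.0552) or 8 (0.0738).

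Heat shock and unfolded protein response genes (24 of 26 measured, median 0.10) had an adjusted p of 0.137, and 0.429 with an estimated correlation. Adjusted over the list alone, the small heat shock protein HSPB8 (fold 1.58, 4157 ± 416 against 6558 ± 239, adjusted p = 0.0365) and ATF4 (1.51, 1063 ± 86.4 against 1602 ± 99.9, adjusted p = 0.0415) rose, HSPB8 not without animal 8 (0.156), 11, 13, 14 or 2 (0.0784 to 0.101) and ATF4 not without any 1 animal (0.0707 to 0.229). DNAJA1 had a fold of 0.640 and DNAJB4 of 1.51. Apoptosis genes (22 of 24 measured, median 0.23) had an adjusted p of 0.280, and 0.675 with an estimated correlation, with folds of 0.466 for BCL2L11, 1.67 for CDKN1A, 1.52 for BAX and 1.49 for BIRC3. Genes of the renin-angiotensin-aldosterone system (10 of 20 measured, median 0.03, camera downward at an adjusted p of 0.957) had folds of 2.12 for HSD11B1, 0.608 for PER1, 0.885 for ATP6AP2 and 1.13 for FKBP5. AGTR1, the angiotensin receptor, had a fold of 0.954, and ACE was Present in 1 heart with block only.

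Cardiomyocyte markers lay above the other genes (16 measured, median 0.17, camera adjusted p = 0.00636, and 0.98 with an estimated correlation), with folds of 1.57 for MYOM1, 1.46 for TTN and 1.34 for MB, and lost the call with quantile normalization (0.971) and without animal 2 (0.807). Of the other cell type lists, only macrophage markers passed. Fibroblast markers (13 measured, median 0.11, adjusted p = 0.742; DPT 1.63, with 0.941 in animal 2 and 2.81 in animal 8, and MFAP4 0.685, with 0.440 and 1.07) passed upward without animal 2 (0.00592), and smooth muscle and pericyte markers (12, 0.13, 0.290; CSPG4 1.60, TAGLN 1.59, SYNPO2 1.56) with the mean of a gene's probe sets (0.0139). Endothelial markers had a median of -0.09 (14, adjusted p = 0.616; FLT1 0.616), endocardial ones of 0.23 (6, 0.946; BMX 1.59, with 2.68 in animal 2 and 0.947 in animal 8), adipocyte ones of -0.22 (6, 0.742; FABP4 2.09), Schwann cell ones of -0.25 (7, 0.742; CDH19 0.534) and erythrocyte ones of 0.32 (5, 0.328; HBB 1.73). Epicardial markers (2, median 0.26, adjusted p = 0.992; EFEMP1 2.08, WT1 0.692) and skeletal muscle markers (2, 0.18, 0.742; CKM 0.946) were few. Atrial markers had a median of -0.34 and a mean of 0.76 (7, adjusted p = 0.946; MYL4 0.689, MYL7 0.690, with 1.49 in animal 2 and 0.320 in animal 8, and SLN and NPPA above the intact mean), and conduction system markers a median of 0.09 and a mean of -0.07 (7, 0.742; TBX5 0.761). Adjusted over the conduction list alone CACNA1G fell (adjusted p = 0.0478), and not without animal 11 (0.0642), 13 (0.100), 14 (0.0821) or 8 (0.424).

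CACNA1D and KCNMB4 were read on dim probe sets, and noise at that signal level is a candidate explanation of their folds. Of 4771 probe sets Absent on all arrays at a like signal, 7.06% had an absolute fold as large as CACNA1D, and of 3730 at the level of KCNMB4 23.7% did. Both shares are above the 5% asked beforehand for noise to remain an explanation. A rise of the CACNA1D transcript with the block cannot be told apart from noise, because 0 of its other 3 probe sets were Present on at least 2 arrays.

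RPL35A was high in animal 2 on 1 probe set (3.05 above the intact mean on the log2 scale) and not in animal 8 (-0.18). A general rise of ribosomal protein transcripts in animal 2 is argued against by the 61 other ribosomal protein genes, whose median there was 0.0187 (median absolute deviation 0.198, highest 0.508). The brighter RPL35A probe set was at 0.0777 in animal 2. A signal of the dimmer probe set or of a transcript form in that animal alone may remain as an explanation, and neither was tested.

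The 6 fibrosis and hypertrophy genes of Table 4 had a median of 1.78 above the intact mean (log2) in animal 8 and of 0.959 in animal 2. A larger share of fibroblasts in the specimen of animal 8 was set against 13 fibroblast markers, whose median was 0.299 there (median absolute deviation 0.196). The markers thus rose less than the 6 genes and stayed below 0.892, the bar that followed from the rule set beforehand. The study picked the 6 genes by their difference on these same arrays, which raises that bar. The extracellular matrix and fibrosis list had a median of only 0.53 in animal 8, so a larger share of fibroblasts is not excluded. Under 4 other scalings the lowest median of the 6 genes was 1.79, which argues against the choice among these scalings as the cause. The scalings differ little (median log2 fold change of all probe sets tested from -0.00331 to 0.0225), so they could hardly have lowered it. Macrophage markers had a median of 0.82 in animal 8 and 0.11 in animal 2, and their share was not tested. An immediate early response in the specimen of animal 8 cannot be told apart from the changes in the 6 genes, since 27 immediate early genes had a median of 0.708 there (median absolute deviation 0.351) and of -0.05 in animal 2. The block and the drug challenges stay open as well, and their shares were not tested.

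With 15 splits of the 6 arrays into 4 and 2, no share under 0.05 is possible. Limma called 5 probe sets for the real groups and up to 62 in another split, and the study's 2-fold rule set apart 31 and up to 47. Both of the higher counts belong to the split of animals 13 and 14 from the rest, so that 2 of the 15 splits reached the real count in each case. The count of 62 points to a structure of the samples among the intact hearts. Against animals 11 and 12, animals 13 and 14 had lower endocardial (-0.83) and erythrocyte (-0.82) markers and higher adipocyte (0.72) and T and NK lymphocyte (0.58) markers (median log2 differences). They also read lower in ANKRD1 (1126 and 1817 against 4516 and 4187), THBS1 (171 and 429.5 against 869 and 1339) and NPPA (46.3 and 99.7 against 339 and 812.5). NPPB and TNFRSF12A were lower there as well, while FN1, SERPINE2 and TNFSF12 did not split this way. The low values of animals 13 and 14 raise the folds of the genes that split.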
